# A Conditional Mouse Mutant in the Tumor Suppressor *SdhD* Gene Unveils a Link between p21^WAF1/Cip1^ Induction and Mitochondrial Dysfunction

**DOI:** 10.1371/journal.pone.0085528

**Published:** 2014-01-20

**Authors:** África Millán-Uclés, Blanca Díaz-Castro, Paula García-Flores, Alicia Báez, José Antonio Pérez-Simón, José López-Barneo, José I. Piruat

## Abstract

Mutations in mitochondrial complex II (MCII; succinate dehydrogenase, Sdh) genes cause familiar pheochromocytoma/paraganglioma tumors. Several mechanisms have been proposed to account for Sdh-mutation-induced tumorigenesis, the most accepted of which is based on the constitutive expression of the hypoxia-inducible factor 1α (Hif1α) at normal oxygen tension, a theory referred to as “pseudo-hypoxic drive”. Other molecular processes, such as oxidative stress, apoptosis, or chromatin remodeling have been also proposed to play a causative role. Nevertheless, the actual contribution of each of these mechanisms has not been definitively established. Moreover, the biological factors that determine the tissue-specificity of these tumors have not been identified. In this work, we made use of the inducible SDHD-ESR mouse, a conditional mutant in the *SdhD* gene, which encodes the small subunit of MCII, and that acts as a tumor suppressor gene in humans. The analysis of the Hif1α pathway in SDHD-ESR tissues and in two newly derived cell lines after complete *SdhD* loss -a requirement for hereditary paraganglioma type-1 tumor formation in humans- partially recapitulated the “pseudo-hypoxic” response and rendered inconsistent results. Therefore, we performed microarray analysis of adrenal medulla and kidney in order to identify other early gene expression changes elicited by *SdhD* deletion. Our results revealed that each mutant tissue displayed different variations in their gene expression profiles affecting to different biological processes. However, we found that the *Cdkn1a* gene was up-regulated in both tissues. This gene encodes the cyclin-dependent kinase inhibitor p21^WAF1/Cip1^, a factor implicated in cell cycle, senescence, and cancer. The two SDHD-ESR cell lines also showed accumulation of this protein. This new and unprecedented evidence for a link between *SdhD* dysfunction and p21^WAF1/Cip1^ will open new avenues for the study of the mechanisms that cause tumors in Sdh mutants. Finally, we discuss the actual role of Hif1α in tumorigenesis.

## Introduction

Germ-line mutations in the mitochondrial succinate dehydrogenase (Sdh) enzyme -also referred to as mitochondrial complex II (MCII)- or in its accessory units cause familial hereditary pheochromocytoma and paraganglioma [1], [2]. These are highly vascularized, mostly benign tumors that occur mainly in the adrenal gland and the carotid body. The MCII is composed of four nuclear-encoded subunits (Sdh-A, B, C and D) that couple the oxidation of succinate to fumarate in the Krebs cycle to the mitochondrial electron transport chain. The first gene found to be responsible for these types of tumors was *SDHD* [3]. Indeed, this gene was the first tumor suppressor gene identified as encoding a mitochondrial protein. Mutations on subunits B, C, A, as well as on the accessory protein SDHAF2, have subsequently also been implicated in paraganglioma, pheochromocytoma, renal cell carcinomas, and gastrointestinal tumors [2], [4], [5].

Several mechanisms have been proposed to account for the tumorigenic role of MCII mutations. One of the most accepted involves constitutive stabilization of the hypoxia inducible factor Hif1α. Due to its capacity to increase oxygen availability in tissues, as well as to activate anaerobic metabolism, Hif1α plays a fundamental role in tumor growth [6]–[10]. In Sdh-deficient cultured cells [11], [12] and tumors [13], succinate has been observed to accumulate in the cytosol. Succinate inhibits oxygen-dependent prolyl-hydroxylases (PHDs), responsible for targeting Hif1α to the von Hippel-Lindau (pVHL) ubiquitin-ligase for proteasome degradation in the presence of normal oxygen tension [14]. Hence, inhibition of PHDs could prevent Hif1α degradation in normoxic conditions, a situation termed to as “pseudo-hypoxia”, which would favor tumor formation and progression [9], [12], [13]. A role for oxidative stress in mitochondria-linked tumorigenesis has also been proposed. Thus, impairment of electron transfer at MCII would lead to electron leakage and/or possibly to a biased accumulation of the semi-reduced form of ubiquinone, which ultimately may contribute to mitochondrial reactive oxygen species (ROS) generation [15], [16]. Diffusion of ROS throughout the cell would eventually cause nuclear DNA damage and higher transforming mutation rates [15], [17], [18]. Additionally, free radicals generated under these conditions could also contribute to the stabilization of HIF1α by keeping the PHD cofactors, iron and α-ketoglutarate, in reduced form [14], [19], [20]. Another possibility is that accumulated succinate might inhibit other components of the α-ketoglutarate-dependent dioxygenase family such as histone demethylases, which might thereafter alter the expression of oncogenes and tumor suppressor genes [21]. Finally, inhibition of the normal pro-apoptotic activity of PHD-3 by succinate during development has been suggested to contribute to the pathogenesis of pheochromocytoma [22], [23].

Despite these lines of evidence, mostly obtained from cell culture studies, the precise molecular effects of MCII dysfunction *in vivo* remain essentially unknown. This is largely due to the lack of animal models that recapitulate defective Sdh-induced tumorigenesis. Homozygous knock-out mice for *SdhB* and *SdhD* are lethal at embryonic stages, and the heterozygotes do not present tumors or any other obvious pathology [24]–[26]. Conditional and tissue-specific *SdhD* mutant strains generated by our group also failed to show an increased predisposition to tumor occurrence [27]. These data suggest that the mechanisms of tumor transformation could differ between humans and rodents. In patients, tumor formation in heterozygous, paternally inherited *SDHD*-mutation carriers requires the loss of the maternal allele [3] in a phenomenon known as *loss of heterozygosity*. This parent-of-origin effect suggests a mechanism of genomic imprinting in the *SDHD* locus and/or other regions of the same chromosome [28]. Loss of the entire chromosome containing the gene has been observed in paraganglioma [29], which suggests that a "multiple-hit" process implicating other loci in the same chromosome may be required for tumor formation [30]. Given that chromosomal synteny is not conserved between the two species, different chromosomal arrangement could therefore account for the differences in tumor appearance between *SdhD*-mutant humans and mice.

In the present study, we further characterize the SDHD-ESR tamoxifen-inducible mouse model [27]. Based on the notion that the aforementioned proposed molecular mechanisms of tumorigenesis are triggered primarily by the complete loss of the *SdhD* gene, we consider this mouse an ideal model in which to study the early responses to the “second-hit” in paraganglioma, i.e., the loss of the remaining *SdhD* functional allele. For this purpose, we first analyzed the HIF1α pathway in SDHD-ESR mouse tissues as well as in newly derived cell lines. Additionally, and given that none of the hypothesis has been definitively established, we performed large-scale gene expression analysis in SDHD-ESR adrenal medulla and kidney tissue soon after *SdhD* deletion. Among other changes, we found that there is a differential response between these tissues, which might underlie the tissue-specificity of these tumors. However, we consistently observed that the p21^WAF1/Cip1^ encoding gene is up-regulated in both organs. This protein is implicated in many biological processes related to the cell cycle, survival, and cancer. The same up-regulation was observed in the cell lines. In light of the results obtained, we hypothesized that a check-point mechanism is activated upon total *SdhD* loss, which must be overcome by a subsequent third hit in order for the tumor transformation to occur. We also discuss the actual role of the Hif1α pathway in this process.

## Materials and Methods

### Mouse Strain, Husbandry and Treatment

The SDHD-ESR, with a *SdhD^flox/−^* Cre-ER™ genotype, tamoxifen-inducible mouse strain was generated as reported previously [27]. Littermates with *SdhD^flox/+^* and *SdhD^flox/−^* genotypes lacking CRE recombinase are referred to as wild-type homozygous (+/+) and heterozygous (+/−) mice, respectively, in this work. When indicated, results from both genotypes were pooled and assigned to a control group as no differences between them was found for the phenotypes tested. Routine genotyping was performed for the *SdhD* alleles by PCR with the following primers: 5′ AATTGTGCAGAAGTGAG-3′, 5′-GCTGCATACGCTTGATC-3′, 5′-CATCAAGGCTCACAGTC-3′. Mice were housed under temperature-controlled conditions (22°C) in a 12 h light/dark cycle, and provided with food and water *ad libitum*. Either high (100 µg/g for four days) or low (50 µg/g for two days) doses of tamoxifen dissolved in corn oil were administered by daily i.p. injections to 9–10 week-old animals.

### Ethics Statement

All experiments were performed in accordance with institutional guidelines approved by the ethics committee of the Virgen del Rocio University Hospital. The protocol was approved by the same committee according to the minute n° 02/2009.

### DNA Analysis

Genomic DNA was extracted from nuclear fractions resulting from mitochondrial preparations (see below) by overnight incubation at 37° in 0.1 M Tris-HCl (pH 8.5), 5 mM EDTA, 0.2% SDS, 0.2 M NaCl, 100 µg/ml proteinase K. The relative amount of the *SdhD^flox^* allele was estimated by quantitative PCR with the following primers: 5′-CTATGTAGGAGTCTGCAGCCAAGCT-3′, 5′-ACTCAAGGTCAGCCTCACCTACCTAT-3′, and normalized to the PCR product of the *GusB* gene.

### Mitochondrial Isolation and Enzymatic Complex Activities

Isolation of mitochondria from mouse kidney was performed as reported [25]. Mitochondrial complex I (MCI) and II activities were determined according to ref. 25 with slight modifications. Briefly, 30–50 µg of protein were assayed at 30°C. Samples were diluted 1∶4 in the assay reaction buffer (25 mM KH_2_PO_4_ pH 7.2, 5 mM MgCl_2_, 3 mM potassium cyanide, 2.5 mg/ml bovine serum albumin) and liquid nitrogen frozen-thawed three times before the assay. Rotenone-sensitive NADH-dehydrogenase activity was measured as the decrease in absorbance at 340 nm, referenced to 425 nm, due to oxidation of 130 µM NADH (Roche) in the presence of 3.6 µM antimycin and 130 µM ubiquinone-1 (Sigma). The absorbance was measured for 2 min before and after the addition of 5 µM rotenone (Sigma) to the reaction mixture. Differences between rates were considered when determining activity due to MCI. The succinate-ubiquinone-oxidoreductase activity of MCII was measured for a period of two minutes as the decrease in the absorbance at 600 nm due to the reduction of 50 µM 2,6-dichlorophenolindophenol (DCPIP) coupled to the reduction of 130 µM ubiquinone-1. The reaction was carried out in the presence of 3.6 µM antimycin, 5 µM rotenone and 10 mM succinate.

### Cell Lines

Cells were cultured in a humidified atmosphere of 5% CO_2_ at 37° in DMEM (Biowhittaker, BE12-614F) supplemented with 10% fetal bovine serum, MEM non-essential amino acids, 100 U/ml penicillin, 1 µg/ml streptomycin and 0.29 mg/ml L-glutamine. Mouse embryonic fibroblasts (MEFs) were obtained from E13.5-E15.5 embryos according to standard procedures. MEFs were immortalized by electroporation with the plasmid pEF321-T containing the SV40 large T antigen encoding gene (TAg), and seeding of the cells at clonal density. Stably transformed clones were subcultured, checked for the presence of TAg, and tested for continuous growth ability. Baby mouse kidney (BMK) cells were obtained from five-days-old mouse litters as reported [31]. For immortalization, BMK cells were electroporated with the plasmids pCMVE1A containing the viral oncogene E1A, and p53DD containing a dominant negative mutant allele of p53 (kindly gifted by Dr. Eileen White) according to a previously reported protocol [32]. Four-hydroxy-tamoxifen (Sigma) was added to the medium at 66 nM from a concentrated 2 mM stock in ethanol.

### RNA Analysis

Tissues were dissected and stored frozen at −80° until processing. Total RNA was prepared from mouse tissues and cultured cells with TRIzol® reagent (Life Technologies), according to the manufacturer’s directions for each type of sample. Total RNA from the adrenal medulla, surgically separated from cortex, was prepared using the RNeasy® microkit (Qiagen). Reverse transcription of mRNA was performed with the Superscript II reverse transcriptase kit (Life Technologies), and specific mRNA molecules were amplified by quantitative PCR in the presence of SYBR green® (Life Technologies) with the following primers for each gene: *SdhD*, 5′-CCAGCACATTCACCTGTCA-3′ and 5′-ATCAGCCCCAAGAGCAGAA-3′; *Vegf*, 5′-CGCAAGAAATCCCGGTTTAA-3′ and 5′-CAAATGCTTTCTCCGCTCTGA-3′; *Glut1*, 5′-CCAGCTGGGAATCGTCGTT-3′ and 5′-CAAGTCTGCATTGCCCATGAT-3′; *Phd3*, 5′-CAGACCGCAGGAATCCACAT-3′ and 5′-CATCGAAGTACCAGACAGTCATAGC-3′; *Cdkn1a*, 5′-TCCACAGCGATATCCAGACATT-3′ and 5′-CGGACATCACCAGGATTGG-3′. The *Arbp* housekeeping gene was used for normalization with the primers 5′-TCCAGGCTTTGGGCATCA-3′ and 5′-CTTTATCAGCTGCACATCACTCAGA-3′.

### High-throughput Gene Expression Studies

Total RNA was prepared from the adrenal medulla and kidney as above. Forty-five micrograms of RNA prepared from each kidney sample were further purified with the RNeasy® microkit (Qiagen). For microarray analysis, 200 ng (kidney) or 45 ng (adrenal medulla) of RNA were reverse-transcribed into cRNA and labeled with the Two-Color Microarray Low Input Quick Amp Labeling Kit (Agilent Technologies). Samples from 8 homozygous (+/+) individuals were pooled, labeled with cyanine 3-CTP (Cy3), and used as reference samples. Samples from 8 heterozygous (+/−) and 8 SDHD-ESR individuals were labeled with cyanine 5-CTP (Cy5) and used as test samples. All the individuals used were males. Labeled cRNA was mixed and hybridized against the oligonucleotide microarray slides Mouse GE 4×44 k V2 (Agilent Technologies). The microarrays were scanned in a GenePix® reader, with data acquired at wavelengths of 635 nm and 532 nm for Cy3 and Cy5, respectively. Acquired data were analyzed with the open-source Multi-Experiment Viewer software [33]. Values are represented as the log Cy5/Cy3 ratio of fluorescence intensities. the data generated in this study have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE52197 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE52197). The functional analysis was generated through the use of Ingenuity Pathways Analysis (IPA; Ingenuity Systems®, www.ingenuity.com).

### Western Blot

For protein preparation, tissues and cells were homogenized in ice-cold HEN buffer (5 mM EDTA, 250 mM NaCl, 50 mM Hepes pH 7.3, 5 mM DTT) containing 1 mM Na_3_VO_4_, 0.2% IGEPAL CA-630 (Sigma) and 1% protease inhibitor cocktail (Sigma). Homogenized samples were centrifuged for 30 min. at high speed in a microcentrifuge, after which protein containing supernatant was collected. Protein concentration was determined using a protein assay kit from Bio-Rad. From each sample, 50 µg of protein was separated by electrophoresis on SDS–polyacrylamide gels and electroblotted onto PVDF membranes. Blots were incubated in blocking solution (5% non-fat milk in PBS, 0.1% Tween-20 [PBS-T]), followed by overnight incubation with the following antibodies: anti-HIF1α (Cayman, CAY-1006421; dilution 1∶500); anti-Glut1 (Millipore, 07-1401; dilution 1∶800); anti-p21^WAF1/Cip1^ (Santa Cruz Biotechnology Inc., sc397; dilution 1∶200); and anti-β-actin (Abcam, ab6276; dilution 1∶5000). The membranes were then washed with PBS-T and incubated with either a HRP conjugated goat anti-rabbit IgG antibody (Thermo, 31460; dilution 1∶10000) or HRP conjugated sheep anti-mouse IgG antibody (ECL, NA931V; dilution 1∶10000). Antibody detection was performed with an enhanced chemiluminescence reaction (Clarity western ECL substrate; Bio-Rad).

### Statistical Analysis

Data are presented as mean ± standard error (SEM). Statistical significance was assessed by ANOVA with appropriate post-hoc analysis. For paired groups, either a Student’s t-test with a Levene test for homogeneity of variances in the case of normal distribution, or the nonparametric U-Mann Whitney test in the case of non-normal distributions, was applied. PASW18 software was used for statistical analysis. Statistical analysis of the microarray data was performed with the Multi-Experiment Viewer software [33] and the R programming language v3.2 (Vienna, Austria). False discovery rate (FDR) algorithm was used to identify genes in the datasets corresponding to +/− and SDHD-ESR groups differentially expressed respect to the +/+ genotype. Functional analysis with IPA was performed according to the tools provided in the software used.

## Results

### Validation and Dose-response Characterization of the SDHD-ESR Mouse

The tamoxifen-inducible SDHD-ESR mutant mouse was generated as previously reported [27]. In order to assess the general CRE-mediated deletion of the *SdhD* gene, we analyzed the relative presence of the *SdhD^flox^* allele by quantitative PCR of total genomic DNA prepared from kidney and liver three weeks after the first tamoxifen injection (Figure 1A). The relative amount of functional *SdhD^flox^* allele in SDHD-ESR tissues decreased to about 16% and 54% in kidney and liver, respectively, with respect to the heterozygous *SdhD^flox/−^* without CRE (+/− genotype). When a lower dose of tamoxifen was administered, a lesser decrease was observed (Figure 1A). The stronger effect of tamoxifen on kidney versus liver as well as the dose dependency, were corroborated in functional studies by determining the succinate-ubiquinone oxidoreductase (SQR) activity of the MCII in the same tissues [27] (Figure 1B). The SQR activity in SDHD-ESR kidney and liver decreased to about 32% and 64% of the heterozygous level, respectively, whereas the NADH-dehydrogenase activity in these same tissue extracts was little or not significantly affected. This tamoxifen dose-dependency was translated to the general phenotype of mutant SDHD-ESR individuals as these animals stopped gaining weight after administration of the drug, and with the higher dose, even lost weight after two weeks (Figure 1C). High-dose tamoxifen-treated mutants were sacrificed before showing evident signs of suffering. Low-dose tamoxifen-treated mutants, although surviving longer than the high-dose treated animals, still had a shorter average life-span (7 weeks) than their wild-type littermates (Figure 1D). Since the treatment with the low dose of tamoxifen casts doubt about the efficient deletion of *SdhD* in all the tissues, the rest of experiments shown here were performed with the high dose.

**Figure 1:**
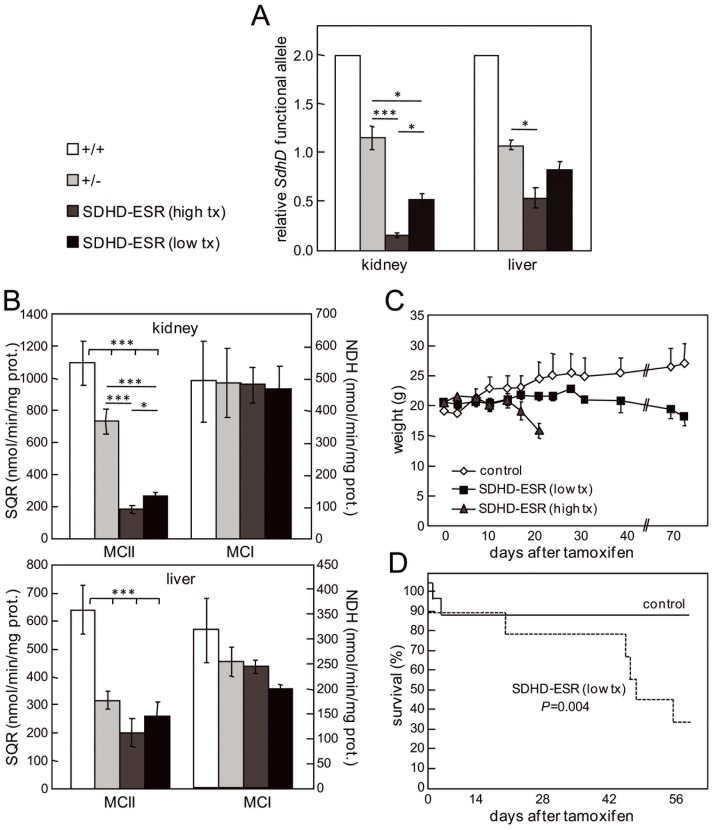
Validation and tamoxifen dose-response characterization of the inducible SDHD-ESR mouse. A. Relative amount of *SdhD* functional alleles (*SdhD* ^+^ or *SdhD^flox^*) in kidney and liver as determined by quantitative PCR of genomic DNA prepared 3 weeks after the start of injections of 100 µg/g, 4 times (high tx); or 50 µg/g, 2 times (low tx) tamoxifen. B. Succinate-ubiquinone oxidoreductase activity (SQR) of mitochondrial complex II (MCII) and NADH-dehydrogenase (NDH) activity of mitochondrial complex I (MCI) in kidney and liver 3 weeks after the first tamoxifen injection. C. Growth curves of 7-week-old mice after treatment with the same doses of tamoxifen. D. Survival curves of animals treated with the low dose of tamoxifen. Control group includes homozygous (+/+) and heterozygous (+/−) individuals without CRE recombinase, as no differences in the tested phenotypes were found between the two genotypes. Between 3 and 8 individuals per group were analyzed in each experiment. *, *P*≤0.05; **, *P*≤0.01; ***, *P*≤0.001.

### The “Pseudo-hypoxic Drive” is Partially Recapitulated in SDHD-ESR Tissues

To address the possible activation of the “pseudo-hypoxic drive” mechanism [11]–[13], the expression of several HIF1α target genes was analyzed in wild-type (homozygous; +/+), heterozygous (+/−) and SDHD-ESR mutant tissues. We present here data obtained from kidney as this organ shows the most intense *SdhD* deletion of those analyzed. To prevent possible secondary effects due to the sustained lack of the gene in the animals three weeks after the start of the of treatment, we included in our analysis kidney samples obtained one week after the first tamoxifen injection. At this time point, SQR activity had already decreased considerably (Figure 2A). The messenger RNA levels of vascular endothelial growth factor (*Vegf*), glucose transporter 1 (*Glut1*), and prolylhydroxylase 3 (*Phd3*) genes were determined by RT-qPCR, revealing a non-statistically significant trend towards an increase in heterozygous animals compared with wild-type individuals (Figure 2B). However, when the remaining functional copy of *SdhD* was deleted, a significant induction of *Vegf* was observed in the SDHD-ESR kidney only three weeks after the start of injections, whereas for *Glut1* and *Phd3* their mRNA levels did not significantly increase further (Figure 2B). Moreover, no signs of Hif1α accumulation were observed, with this protein remaining undetected in mutant tissues as assessed by western blot at both time points (Figure 2C). As a control, protein extracts from a tissue-specific knock-out mouse for pVHL [34] showed induced expression of Hif1α. In addition, no increase was observed for any of the same tested genes in liver and brain (data not shown). Western blot of the same tissue extracts against the Hif2α antibody also produced no signal (data not shown). Together, these data suggest that activation of “pseudo-hypoxic drive” as a consequence of MCII depletion does not take place in a general and obvious manner in the analyzed mouse tissues.

**Figure 2:**
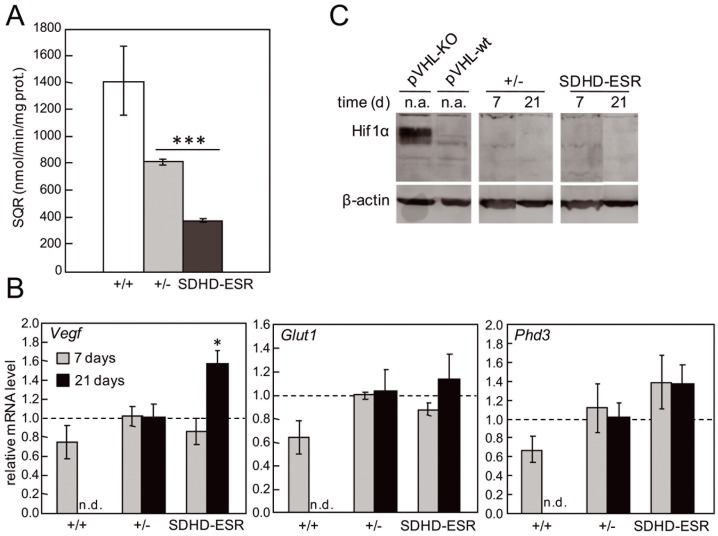
“Pseudo-hypoxic” response in SDHD-ESR mouse tissues. **A.** Succinate-ubiquinone oxidoreductase activity (SQR) in kidney 7 days after the start of the tamoxifen treatment. **B.** Relative mRNA level of *Vegf*, *Glut1*, and *Phd3* genes in kidney at 7 and 21 days after the start of the tamoxifen treatment. n.d.: non-determined. **C.** Western blot of Hif1α with protein extracts from kidney after tamoxifen treatment. Protein extracts from the pancreas of a β-cell-specific von Hippel-Lindau gene knock-out (VHL-KO) mouse and a wild-type littermate (VHL-wt) are loaded as controls. n.a.: non-applicable. Between 3 and 8 individuals per group were analyzed in each experiment. *, *P*≤0.05; ***, *P*≤0.001.

#### The “pseudo-hypoxic drive” in SDHD-ESR-derived cell lines differs from that in tissues

As the diffusion kinetics of the drug throughout the mouse tissues could expand the *SdhD* deletion on time, thus hampering the detection of transitory Hif1α stabilization and the transcriptional activation of its target genes, we decided to establish cell lines from the SDHD-ESR mouse in which the accessibility of the cells to the drug is better controlled. We newly derived and immortalized the commonly used mouse embryonic fibroblasts (MEFs) cell type, as well as the epithelium-derived baby mouse kidney (BMK) cells, which are more suitable for the study of the biology of epithelial-derived tumors [31]. The BMK cells have recently proved to be useful for identifying synthetic lethal genes with the Krebs cycle enzyme fumarate hydratase [35], which is closely related to Sdh. Loss of *SdhD* was confirmed following addition of tamoxifen to the culture medium in two independent immortalized clones per cell type (data not shown). We tested the pseudo-hypoxia pathway in our immortalized MEF and BMK cell lines after tamoxifen exposure. Whereas in heterozygous lines no differences were found in either Hif1α or Glut1 protein levels with respect to the wild type, the SDHD-ESR mutant line underwent accumulation of both proteins, although with different kinetics of induction (Figure 3A–D). When mRNA levels were determined for some Hif1α-target genes, *Phd3* and *Glut1* expression were found to be induced in the SDHD-ESR cell line, whereas *Vegf* expression was not, or was even significantly down-regulated (Figure 3E, F). These results, although indicative of a “pseudo-hypoxic drive” effect on *SdhD*-null cell lines, contrast strongly with the observations made in mouse tissues.

**Figure 3:**
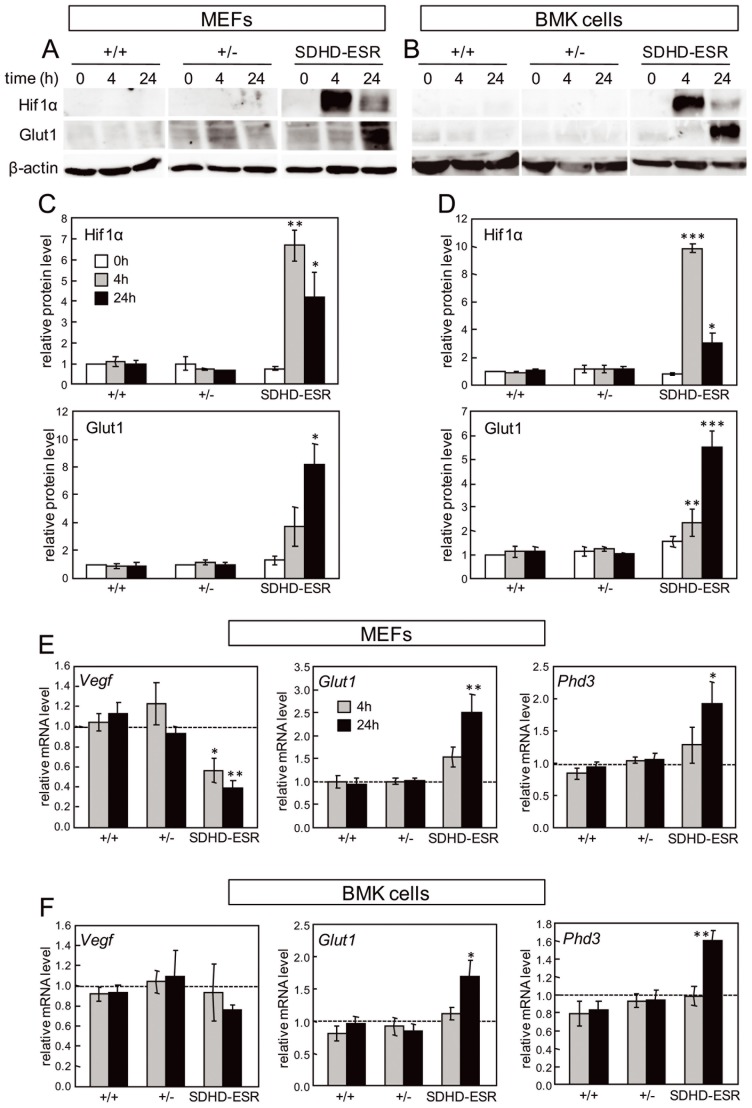
“Pseudo-hypoxic” response in SDHD-ESR MEFs and BMK cells. **A, B.** Western blot of Hif1α and Glut1 in total protein extracts of (**A**) mouse embryonic fibroblasts (MEFs) and (**B**) baby mouse kidney (BMK) cells obtained from SDHD-ESR mice and their homozygous *SdhD^flox/^* ^+^ (+/+) and heterozygous *SdhD^flox^* ^/−^ (+/−) littermates and cultured in medium supplemented with 4-hydroxy-tamoxifen for 4 or 24 hours. **C, D.** Quantification of relative Hif1α and Glut1 band intensities in (**C**) MEFs and (**D**) BMK cells normalized to β-actin signal. Results are the average ± SEM of three independent experiments. *, *P*≤0.05; **, *P*≤0.01; ***, *P*≤0.001; for 0 hours, i.e. in the absence of 4-hydroxy-tamoxifen, versus 4 or 24 hours of incubation in 4-hydroxy-tamoxifen. **E, F.** Messenger RNA levels of *Vegf*, *Glut1*, and *Phd3* genes in (**E**) MEFs and (**F**) BMK cells cultured in the same conditions. *, *P*≤0.05; **, *P*≤0.01; Two different immortalized clones were generated for each genotype and cell type giving the same results. Only results from one of each are shown.

#### Microarray studies in two mouse tissues reveal differential responses to SdhD deletion

With the aim of identifying alternative molecular pathways altered upon SdhD deletion, and to determine if some tissue-specific features could condition the transcriptional response to MCII depletion, we performed high-throughput gene expression analysis of kidney and adrenal medulla tissue. The adrenal medulla was chosen because it is one of the main pheochromocytoma/paraganglioma target tissues. The kidney was chosen not only because of the more intense effect on SdhD deletion exerted by tamoxifen, but also due to the finding that renal cell carcinoma, although much less frequently, is also associated with Sdh-mutations. To minimize secondary effects on gene expression, we analyzed samples obtained one week after the first tamoxifen injection. At this time point, SdhD mRNA levels in both tissues had already decreased considerably [27] (Figure 4A). It is worth to mention that at this time-point no major histological abnormalities were detected for any of the tissues analyzed. For large-scale gene expression analysis we performed two-color microarray hybridization. Total RNA from wild-type individuals was labeled with the fluorescent dye Cy3 and used as the reference sample. Total RNA from either heterozygous (+/−) or SDHD-ESR individuals was labeled with the fluorescent dye Cy5 and used as the test samples. In this way, the relative abundance of each transcript was monitored by the ratio between the two fluorescence intensities in their corresponding spot-features. 

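Adrenal medulla RNA was compared on 8 Agilent mouse whole-genome oligonucleotide arrays, 4 of heterozygous (+/-) and 4 of SDHD-ESR animals. Each array held RNA from 2 male mice, so that 8 mice stood behind each group. SDHD-ESR mice carry a floxed and a null SdhD allele together with a tamoxifen-inducible Cre recombinase fused to an estrogen receptor domain, and their +/- littermates carry the same alleles without Cre. Tissues were taken 7 days after the start of a tamoxifen treatment of 4 injections of 100 µg/g. The age at injection is 9 to 10 weeks in the paper's methods and 9 weeks in the sample labels. RNA pooled from 8 wild-type (+/+) mice was labeled with Cy3 and served as the reference on every array, and +/- or SDHD-ESR RNA was labeled with Cy5. No dye swap was made, so a difference between SDHD-ESR and +/- is free of dye bias while a ratio against the +/+ pool keeps it. The pool counts as 1 control sample, and a test of the ratio against 0 leaves out the spread among +/+ animals. Each of 2 slides held 2 +/- and 2 SDHD-ESR arrays, with replicates 1 and 2 of both groups on the first slide and replicates 3 and 4 on the second slide.

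The deposited values are the authors' log ratios of the fluorescence intensities, 1 per spot and array over 45220 spots. How the background was corrected and the dyes were normalized is not given in the sources used here. The base of the logarithm is not given either and was taken as 2, on which the Sdhd ratios come close to the percentages that the paper gives for this gene. The deposited values carry no gene names, and the order of the spots is not that of the array's probe annotation. Names were therefore placed through the geometry of the array's grid, and 17 possible layouts were tested. In the layout used, the spots of the 387 accessions with 10 or more copies had an SD of 0.135 within copies, against 0.578 or more in every other layout. Of 30 adrenal medulla log ratios printed in the paper's Tables 1 and 2, 18 were met within 0.001 in size in this layout and at most 1 in any other. The sign had to be turned in 16 of these 18, so every deposited value was multiplied by -1, and a positive log2 ratio means more RNA than in the +/+ pool. A gene symbol was available for 33026 spots (22485 symbols), and 12194 spots are unnamed here. Whole numbers, which reach far beyond the range of a log ratio, made up 9.54% to 13.9% of the values on the +/- arrays and 11.6% to 15.6% on the SDHD-ESR arrays. They were taken as stand-ins for missing ratios and left out. The median log2 ratio was -0.24, -0.10, 0.19 and 0.32 on +/- replicates 1 to 4 and -0.00, 0.10, -0.12 and 0.04 on SDHD-ESR replicates 1 to 4, and the arrays were used without further centring.

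On SDHD-ESR replicate 1 the values of part of the grid lie 1 line away from their place on the other arrays. Across spots, its values correlated with the mean of the other arrays at r = 0.42 in the 45.1% of its lines that are aligned. In the 39.8% of lines called the shifted part here, r was 0.02 on the same line and 0.44 after a move by 1 line, and the remaining 15.0% are called the mixed part. The array was kept as deposited, and genes measured by 1 spot that lies in the shifted or mixed part are named as such. The SDHD-ESR mean of such a gene holds 1 value that may belong to another spot, unless this array has no value there. Values given over several spots, as for Tex12, can include spots of these parts. The 28073 probes with at least 3 values in each group were tested with limma. In simulated data with the spread of these arrays, limma recovered 5% of log2 changes of 1 and 46% of changes of 2 between SDHD-ESR and +/- over 28073 probes. Against the pool it recovered 32% and 69%. The number of arrays limits the precision of every value.

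**Figure D1:**
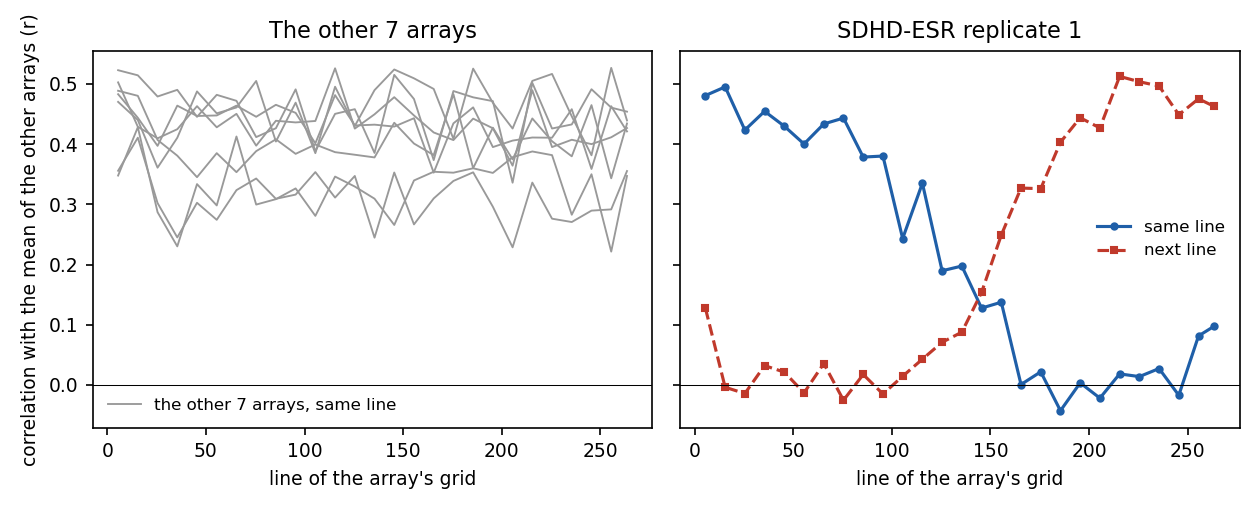
Correlation, across spots, of each array with the mean of the other arrays (vertical axis, r) by line of the array's grid (horizontal axis), for the other 7 arrays on the left and for SDHD-ESR replicate 1 on the right, against the same line (circles) and the next line (squares). In the shifted part of SDHD-ESR replicate 1 the correlation is 0.02 on the same line and 0.44 on the next line.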

Among the genes that were significantly affected in tissues from SDHD-ESR animals (FDR≤0.05) those showing statistically significant differences in expression between +/− and SDHD-ESR groups (P≤0.05) were identified and analyzed. 

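In the SDHD-ESR adrenal medulla, 12 probes of 8 genes passed this selection, 10 of them higher and 2 lower than in the +/+ pool. Higher were probes of Cdkn1a, which encodes the cell cycle inhibitor p21, Esr1, the estrogen receptor α, Tex12, a protein of the meiotic synaptonemal complex, Rab33a, a small GTPase of vesicle traffic, Pacsin3, an adaptor protein of endocytosis, and Wrnip1, an ATPase that binds the Werner helicase. Esr1 passed through 1 of its 12 spots only, and its median over spots was lower than in +/- (-0.44). Lower were Sdhd itself and Kcnj2, which encodes an inward rectifier potassium channel. Wrnip1 (NM_030215) had a log2 ratio to the pool of 0.98 ± 0.20 (SD, n = 4) in SDHD-ESR and of 0.53 ± 0.11 (SD, n = 4) in +/- (adjusted p = 0.0461 against the pool from limma, shifted part). Kcnj2 (NM_008425) fell to -1.87 ± 0.25 (SD, n = 3) in SDHD-ESR from -0.32 ± 0.18 (SD, n = 4) in +/- (adjusted p = 0.0395 against the pool from limma, mixed part, no value on SDHD-ESR replicate 1). For both genes every SDHD-ESR array with a value lay beyond every +/- array (exact permutation test, two-sided, p = 0.0286, for Kcnj2 with 3 SDHD-ESR arrays). The selection asks for this same difference, so this p is not independent evidence.

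The selection took probes at a false discovery rate of 0.05 or less against the +/+ pool in SDHD-ESR (12 probes with limma, 4871 at an unadjusted p of 0.05 or less), and of these the probes at an unadjusted p of 0.05 or less between SDHD-ESR and +/- (12). All 12 also lay beyond the log ratio of 0.2 that the paper set for its functional analysis, and 11 lay beyond 1. Between SDHD-ESR and +/- no probe passed an adjusted p of 0.05 in limma, 1294 had an unadjusted p of 0.05 or less, and with the methods' t-test these counts were 0 and 1059. The paper names this test in its general statistics and not for the arrays. Of 22801 probes with a value on every array, 220 were higher and 303 lower on all SDHD-ESR arrays than on all +/- arrays, 2.29% where chance gives 2.86%. The selection is unstable: it gave 0 to 2 probes when any 1 of the 8 arrays was left out, 1 with the slide as a block and 0 with the methods' t-test. It gave 175 (87 higher, 88 lower) when each array was centred on its median, 183 after quantile normalization, and 55 when the shifted lines of SDHD-ESR replicate 1 were moved back, an alternative chosen after seeing the data.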

Remarkably, some genes that have previously been shown to respond to hypoxia in a HIF1α-dependent manner were not overexpressed in null SdhD deficient tissues (table 1). 

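None of the hypoxia-responsive genes of Table 1 passed the test in the SDHD-ESR adrenal medulla. Hk2 (NM_013820), which catalyzes the first step of glycolysis, had a log2 ratio to the +/+ pool of -0.26 ± 0.90 (SD, n = 4) in SDHD-ESR and 0.72 ± 1.13 (SD, n = 4) in +/- (exact permutation p = 0.229, shifted part). Ldha (NM_001136069), which reduces pyruvate to lactate, was at -0.29 ± 0.55 (SD, n = 4) and 0.01 ± 0.79 (SD, n = 4) as the median of its 3 spots (exact permutation p = 0.543). Pdk1 (NM_172665), which inhibits pyruvate dehydrogenase, was at 0.13 ± 0.25 (SD, n = 4) and 0.31 ± 0.47 (SD, n = 4) (exact permutation p = 0.486). Vegfa (NM_001025257), the angiogenic growth factor, was at -0.13 ± 0.41 (SD, n = 4) and -0.08 ± 0.38 (SD, n = 4) (exact permutation p = 0.886).

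Table 1 lists Glut1 by the accession NM_172380, a glucosyltransferase in the note to that table, and the annotation names it Poglut1, a protein O-glucosyltransferase. Poglut1 was at -0.32 ± 0.61 (SD, n = 4) in SDHD-ESR and -0.10 ± 0.43 (SD, n = 4) in +/- (exact permutation p = 0.6, shifted part). The glucose transporter GLUT1 is encoded by Slc2a1 (NM_011400), which was at 0.74 ± 0.16 (SD, n = 4) and 0.57 ± 0.25 (SD, n = 4), a difference of 0.17 (SE 0.17, exact permutation p = 0.343). Against the pool, the smallest adjusted p of these genes in SDHD-ESR was 0.102, for Slc2a1, from limma. The differences between the groups were smaller than the spread between arrays for Ldha, Pdk1, Vegfa and Poglut1. The 3 Ldha spots had differences of -0.98, -0.08 and -0.03, and the last of them lay within 0.01 of 0 on 7 of the 8 arrays. Taken over Hk2, Ldha, Pdk1, Vegfa and Slc2a1, and without Poglut1, the median difference was 0.35 on the first slide and -0.76 on the second slide.

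**Figure D2:**
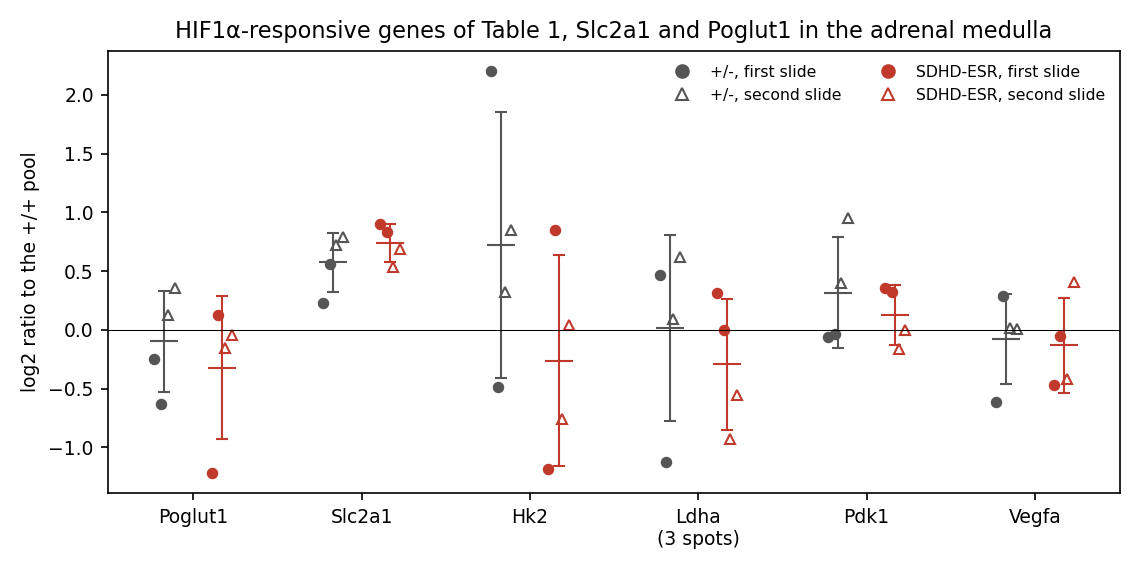
Log2 ratio to the +/+ pool (vertical axis) of the genes of Table 1 and of Slc2a1 (horizontal axis) on each +/- array (grey) and SDHD-ESR array (red), with circles for the first slide, triangles for the second slide, and the mean and SD of each group as bars. The groups overlap for every gene, and Hk2 has the largest spread (SD 1.13 in +/-).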

Supervised hierarchical clustering of samples based on the significant genes demonstrated different gene expression profile changes between the adrenal medulla and kidney (Figure 4B). For functional analysis, the entire datasets containing gene identifiers and their corresponding expression values were uploaded into the Ingenuity Pathway Analysis (IPA) application. A log ratio ±0.2 cut-off was set to identify genes whose expression was differentially regulated. 

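Sdhd (NM_025848), which encodes a membrane anchor subunit of complex II of the respiratory chain, was the gene with the lowest adjusted p in the SDHD-ESR adrenal medulla. Its log2 ratio to the +/+ pool was -5.33 ± 0.60 (SD, n = 4) in SDHD-ESR and -1.09 ± 0.84 (SD, n = 4) in +/-. On the linear scale this is 2.49% of the pool in SDHD-ESR (1.37% to 3.44% on single arrays) and 46.8% in +/- (21.1% to 81.8% on single arrays), so that SDHD-ESR held 5.32% of the +/- level. The difference between SDHD-ESR and +/- was -4.23 on the log2 scale (SE 0.47). All 4 SDHD-ESR arrays lay below all 4 +/- arrays (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 arrays against 4 allow). In limma over all probes, the fall in SDHD-ESR against the pool passed the threshold (adjusted p = 0.0111), while the difference from +/- (adjusted p = 0.225) and the ratio of +/- to the pool (adjusted p = 0.167) did not. The difference from +/- was -3.92 on the first slide and -4.55 on the second slide. Against the pool the adjusted p passed the threshold with the slide as a block and missed it when +/- replicate 3 or SDHD-ESR replicate 1, 3 or 4 was left out, where the mean log2 ratio was between -5.48 and -5.33.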

As an internal control we detected the aforementioned decreases to about half of the SdhD mRNA level in the heterozygous (+/−) tissues, and to 2% and 7% in the adrenal medulla and kidney, respectively, in the SDHD-ESR mice (Figure 4A; table 2). As our initial objective was to identify biological pathways exclusively affected by complete loss of SdhD, functional analysis of their respective datasets was performed focusing on SDHD-ESR samples. Most of the significant high-level molecular and cellular functions found to be affected differed greatly between the adrenal medulla and kidney (Figure 5A). The highest scores were given to the adrenal medulla dataset and were categorized in cellular movement, maintenance, development, growth and proliferation categories, as well as cell-to-cell signaling and interaction, among others. On the other hand, functions found to be solely affected in the kidney were energy production, cellular response to therapeutics, amino acid metabolism, and DNA replication, recombination and repair. When these functional categories were analyzed using an algorithm that predicts the effect of gene expression changes on specific functions, the significant results in adrenal medulla samples (z-score ≥2, or ≤ −2) predicted decreases in white blood cell movement, viability, proliferation and production of antibody (table 3), which is consistent with an inhibition of the inflammatory response. In contrast, specific functions significantly predicted to increase in the kidney were cell movement, survival, differentiation, and death, as well as carbohydrate, lipid and amino acid metabolism (table 4). Despite these differences, some few genes were found to be affected in both tissues. They are ACOT1, Camk2b, CDKN1A, ESR1, HSD11B1, LONRF3, MST1R, PRODH2, SHANK3, STAT3, SMARCD3, and TEX12. Among them, Cdkn1a was significantly up-regulated and showed a log ratio of intensities ≥1 in both the adrenal medulla and kidney of the SDHD-ESR mutant (table 2). This effect was validated by quantitative RT-PCR (Figure 5B). 

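Genes of leukocyte function were lower on most SDHD-ESR arrays than on the +/- arrays, with no single gene past the adjusted threshold between the groups. Cdkn1a, which Table 3 also names, was higher and passed against the pool. Of the 74 genes that Table 3 names for the adrenal medulla, 69 were measured, 52 were lower and 17 higher in SDHD-ESR than in +/-, and their median difference was -0.56 on the log2 scale. Markers that all leukocytes share, a list fixed before the data were examined, were lower for 15 of 15 genes with a median difference of -0.55. Examples are Rac2 (-0.59 over 10 spots), a GTPase of blood cells, Arhgdib (-0.68 over 2 spots), Selplg (-0.60 over 2 spots) and Cd52 (-0.56, shifted part), a surface glycoprotein of lymphocytes. Macrophage markers were lower for 19 of 20 genes with a median of -0.57, among them Tyrobp (-0.77, SE 0.19), an adaptor of myeloid receptors, Fcer1g (-0.60, SE 0.18), an Fc receptor chain, the complement gene C1qc (-0.64 over 10 spots), and the lysosomal protease Ctss (-0.79, SE 0.22, shifted part). Of 13 genes of antigen presentation 11 were lower (median -0.38), such as H2-DMb1 (-0.93, SE 0.28), which serves the loading of class II molecules, and the class II chain H2-Eb1 (-0.64, SE 0.20). The spot of Cd74, the invariant chain, lay within 0.01 of 0 on all 4 +/- arrays and on SDHD-ESR replicate 2, so its difference is not given.

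Interferon-response genes had a median difference of -0.26, with 29 of 37 lower, and examples are Ifi47 (-0.81, SE 0.30, shifted part), Ifih1, whose spots differed by 0.08 (mixed part) and -0.83, and, against the direction of the list, Xaf1, whose spots differed by 3.64 (SE 1.07, mixed part) and -0.30. T cell markers had a median of -0.26 (10 of 11 lower, Cd3g at -1.20) and B cell markers one of -0.32 (7 of 11 lower, Cd79b at -1.23 and Cxcr5 at -1.54). Of the 2 spots of the lymphocyte receptor Cd27, both in the shifted part, 1 stood at 1.18 and 1 at 0.03. Against the +/+ pool the interferon-response genes were below 0 in both groups, with medians of -0.82 in SDHD-ESR and -0.50 in +/-, while macrophage markers were at -0.49 and 0.05. No general shift was subtracted from these differences, and over all probes the median difference was -0.06. Markers of other cell types were lower with the immune lists: adipose tissue (16 of 16 genes), connective tissue (14 of 18), endothelium (11 of 13) and Schwann cells (9 of 9).

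limma's camera, which compares a list with all other genes, gave adjusted p = 1.03e-08 for the Table 3 genes, 1.09e-06 for pan-leukocyte, 7.32e-07 for macrophage, 9.83e-05 for antigen presentation, 0.0283 for B cell, 0.0185 for interferon-response and 0.175 for T cell genes, over 33 lists. With the lists taken from the paper left out, 8 lists were called, and 5 of the 35 splits of the arrays, the real one included, gave as many. The other splits among these each keep 3 SDHD-ESR arrays together, so they hold part of the real contrast. Each of them also keeps 3 arrays of the second slide together, so slide and genotype cannot be told apart in them. The remaining splits that keep 3 SDHD-ESR arrays together gave 7 or fewer. None of these calls holds when the correlation between genes is estimated: adjusted p = 0.647, 0.42, 0.505, 0.568, 0.755, 0.776 and 0.776 with an estimated correlation, in the same order. At an adjusted p of 0.05 over all probes no gene of these lists passed between SDHD-ESR and +/- in limma. Adjusted over the list alone in this comparison, 16 genes of Table 3 were lower and 7 higher, 6 macrophage markers were lower, and no gene of the other lists named here passed. At an unadjusted p of 0.05 or less, 11 macrophage and 5 pan-leukocyte markers were lower and none was higher. Against the +/+ pool, where dye bias stays in and the spread among +/+ animals is left out, more genes passed when adjusted over the list alone. Lower were 40 Table 3, 26 interferon-response, 13 macrophage, 11 pan-leukocyte, 4 antigen presentation, 3 B cell and 2 T cell genes, and higher were 11 Table 3 genes. The Table 3 genes were chosen by the study on these samples and are not independent evidence of their direction. The marker lists were not taken from the paper but share genes with Table 3, among them Rac2, Selplg, Arhgdib, Tyrobp, Fcer1g, Cd79b and Cxcr5. They are therefore not fully independent of that list. The median over a list, taken per array, separated the groups for macrophage markers, for Table 3 genes and also for connective tissue genes (exact permutation test, two-sided, p = 0.0286, 0.194 when adjusted over the lists) and less clearly for pan-leukocyte markers (exact permutation p = 0.0571). Without centring, the median differences on the first and the second slide were -0.15 and -0.87 for pan-leukocyte, -0.20 and -0.86 for macrophage, -0.03 and -0.62 for antigen presentation, 0.11 and -0.78 for B cell, -0.17 and -0.41 for T cell, and 0.24 and -0.97 for interferon-response genes. With each array centred on its median, the differences between medians of arrays were -0.35 and -0.51 for pan-leukocyte, -0.40 and -0.60 for macrophage, -0.34 and -0.12 for antigen presentation, -0.18 and -0.48 for B cell, -0.14 and 0.01 for T cell, and 0.02 and -0.53 for interferon-response genes, in the same order of slides. With the slide as a block, camera in limma kept the calls for pan-leukocyte, macrophage, antigen presentation, B cell (adjusted p = 0.0383) and interferon-response genes (adjusted p = 0.0132). The B cell call was lost without +/- replicate 2 (adjusted p = 0.111), without SDHD-ESR replicate 2 (0.084), without SDHD-ESR replicate 3 (0.057) and without SDHD-ESR replicate 4 (0.127), and the interferon call without +/- replicate 4 (0.175) and without SDHD-ESR replicate 4 (0.52).

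**Figure D3:**
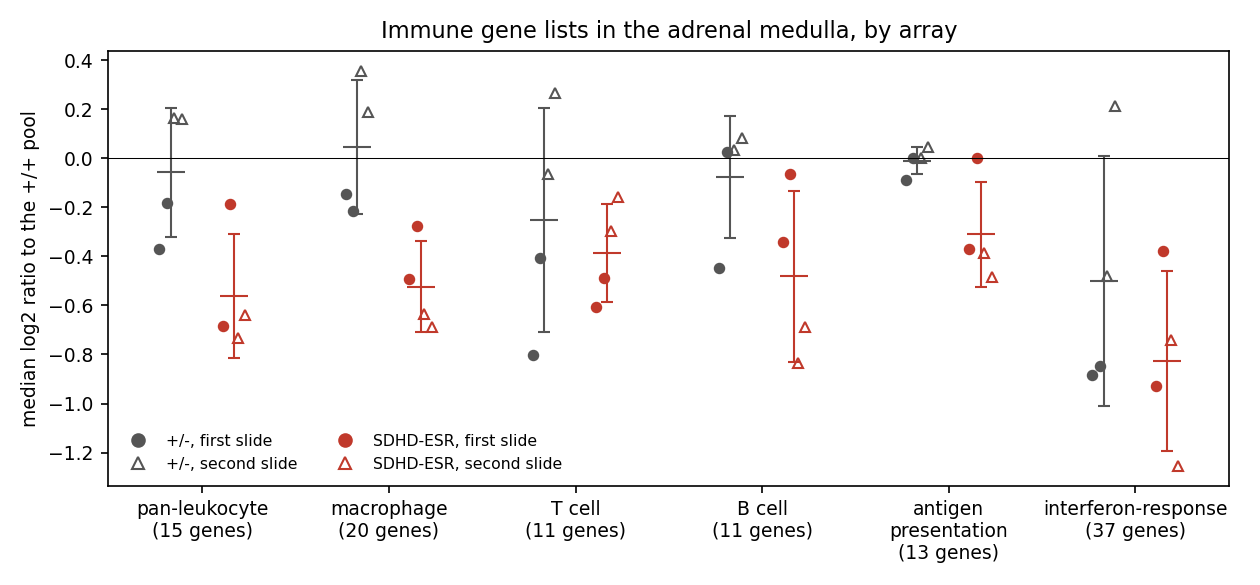
Median log2 ratio to the +/+ pool (vertical axis) over the genes of 6 immune lists (horizontal axis) on each +/- array (grey) and SDHD-ESR array (red), with circles for the first slide, triangles for the second slide, and the mean and SD of each group as bars. Macrophage markers lie lower on all 4 SDHD-ESR arrays than on all 4 +/- arrays, and interferon-response genes overlap.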

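Of these 12 genes, Cdkn1a, Tex12 and 1 of the 12 spots of Esr1 rose in the SDHD-ESR adrenal medulla and the other 9 genes did not pass the test (the kidney is not analysed here). Tex12 (NM_025687) has 10 spots, and for the 9 that had enough values to be tested the median log2 ratio to the +/+ pool was 2.38 ± 0.62 (SD, n = 4) in SDHD-ESR and -0.79 ± 0.36 (SD, n = 4) in +/-, with all SDHD-ESR arrays above all +/- arrays (exact permutation test, two-sided, p = 0.0286). Of the 9 spots, 2 passed the threshold against the pool in limma, at 2.92 (adjusted p = 0.0450) and 2.88 (adjusted p = 0.0395). Esr1 (NM_007956) has 12 spots, and 1 of them rose to 5.00 ± 0.61 (SD, n = 3) in SDHD-ESR from -1.09 ± 1.05 (SD, n = 4) in +/- (adjusted p = 0.0461 against the pool from limma, mixed part, no value on SDHD-ESR replicate 1). The other 11 Esr1 spots had a median difference between the groups of -0.54 and a highest difference of 0.61.

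Among the genes that did not pass, Stat3, a transcription factor of cytokine signaling, had a difference between SDHD-ESR and +/- of 0.49 over 10 spots (exact permutation p = 0.0571), and Prodh2, an enzyme of hydroxyproline breakdown, one of 1.12 (SE 0.33). Hsd11b1, which regenerates active glucocorticoid, differed by -0.55 over 10 spots, Mst1r, a receptor tyrosine kinase, by -0.56 over 10 spots, Shank3, a synaptic scaffold, by -0.47 over 11 spots, and Smarcd3, a subunit of chromatin remodeling complexes, by -0.47. Acot1, a cytosolic acyl-CoA thioesterase, differed by -1.27 (SE 0.42). Camk2b had spots at -0.32 (mixed part) and -0.67, and Lonrf3 had spots at -0.41 (mixed part) and 0.61. The median difference of the 12 genes was -0.21 and their mean 0.21, and camera in limma put them higher without a call (adjusted p = 0.447). No gene passed between SDHD-ESR and +/- at an adjusted p of 0.05 over all probes, while adjusted over the list alone 5 were higher and 2 lower. The study chose the list on these samples, so this is not independent evidence. The Tex12 and Esr1 calls are lost in limma when the slide is a block. Both Tex12 calls are also lost when any 1 array is left out, and the Esr1 spot passes in 1 of the 8 fits that leave out an array, the one without +/- replicate 1.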

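Cdkn1a, which encodes the cyclin-dependent kinase inhibitor p21, rose in the SDHD-ESR adrenal medulla. Its transcript NM_007669 is measured by 10 spots, whose median log2 ratio to the +/+ pool was 1.65 ± 0.37 (SD, n = 4) in SDHD-ESR and 0.13 ± 0.28 (SD, n = 4) in +/-. The single arrays stood at 2.11, 1.80, 1.33 and 1.38 in SDHD-ESR, all above every +/- array (exact permutation test, two-sided, p = 0.0286), and the difference between the groups was 1.53. The SDHD-ESR means of the 10 spots ran from 1.02 to 1.71. The spot of the transcript NM_001111099 had 2.35 ± 1.16 (SD, n = 4) in SDHD-ESR and 0.25 ± 0.31 (SD, n = 4) in +/- (mixed part).

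Against the pool, 4 of the 10 spots of NM_007669 passed the threshold in limma, with log2 ratios of 1.68 (adjusted p = 0.0450), 1.68 (adjusted p = 0.0450), 1.64 (adjusted p = 0.0461) and 1.46 (adjusted p = 0.0395), and the spot of NM_001111099 did not (adjusted p = 0.102). Between SDHD-ESR and +/- the smallest adjusted p of a Cdkn1a spot was 0.435. Each of the 4 calls is lost when any 1 array is left out or the slide is a block, although the direction stays. From the rise in both tissues the paper turns to p21, and states that quantitative RT-PCR of the RNA samples used for the arrays bore out the effect (Figure 5B).

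**Figure D4:**
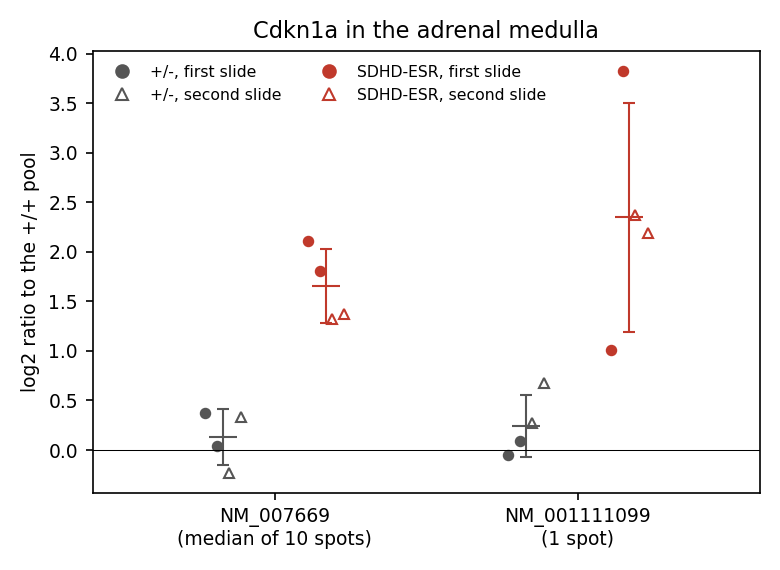
Log2 ratio of Cdkn1a to the +/+ pool (vertical axis) for the median of the 10 spots of NM_007669 and the spot of NM_001111099 (horizontal axis) on each +/- array (grey) and SDHD-ESR array (red), with circles for the first slide, triangles for the second slide, and the mean and SD of each group as bars. All SDHD-ESR arrays lie at 1.01 or more and all +/- arrays at 0.67 or less.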

The Cdkn1a gene encodes the cyclin-dependent kinase inhibitor p21^WAF1/Cip1^, and is well known to be implicated in many processes such as the cell cycle, cell proliferation, senescence and cancer [36], [37].

**Figure 4:**
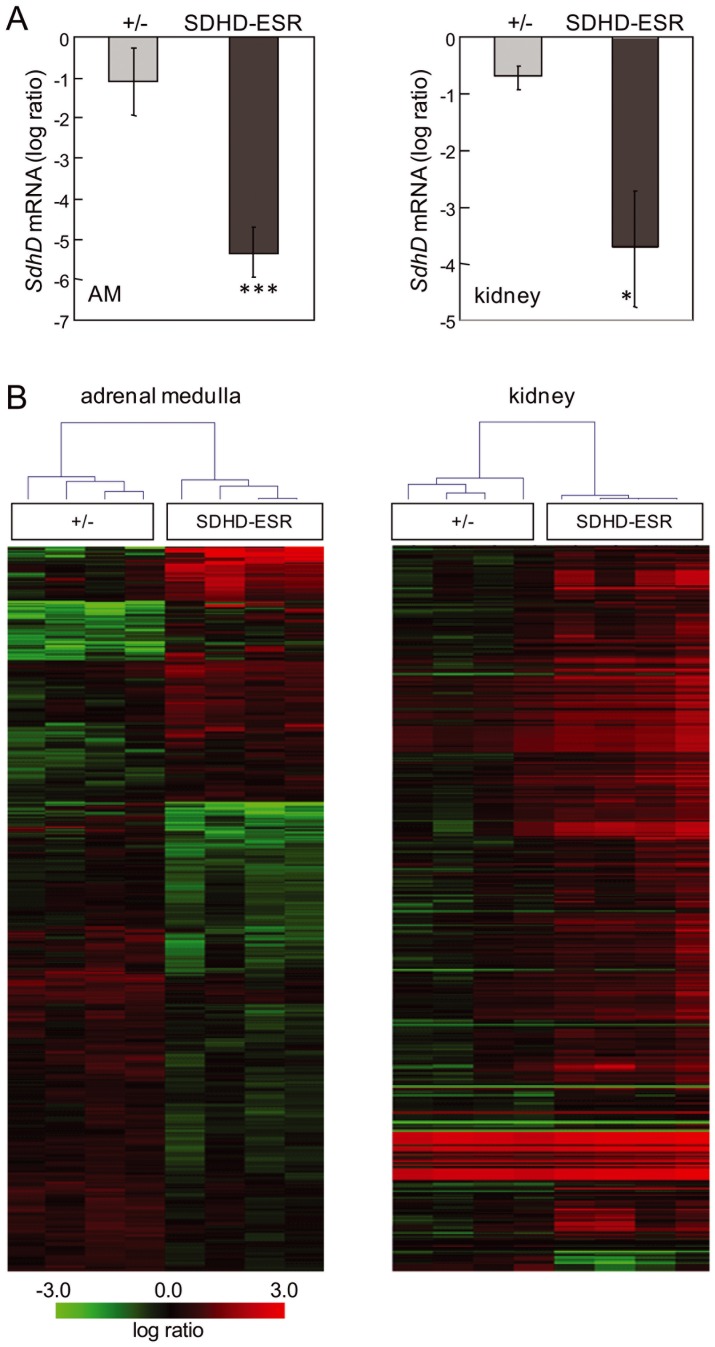
Microarray analysis. **A.** *SdhD* mRNA levels in heterozygous (+/−) and SDHD-ESR adrenal medulla and kidney relative to wild-type (+/+) tissues 7 days after the start of the tamoxifen treatment, as obtained from the corresponding microarray feature (Gene Bank accession n° NM_025848). *, *P*≤0.05; ***, *P*≤0.001. The number of samples is 8 per group. **B.** Supervised hierarchical clustering of adrenal medulla (AM) and kidney samples based on genes that showed significant differences in their expression level. The heatmap and the hierarchical tree are shown for 8 samples, grouped in pairs, per genotype.

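On the 12 adrenal medulla probes that passed the selection, of Cdkn1a, Esr1, Tex12, Rab33a, Pacsin3, Wrnip1, Kcnj2 and Sdhd, the first split of a hierarchical tree set the 4 +/- arrays apart from the 4 SDHD-ESR arrays. The mean correlation between arrays was 0.987 within SDHD-ESR, 0.744 within +/- and 0.119 between the groups, taken across probes, which are not independent replicates. Probes chosen for a difference between the groups separate them by construction. On all 28073 probes tested the tree did not follow the genotype: the first split set SDHD-ESR replicate 1 apart from the other 7 arrays. There 5 of 8 arrays fell with their group, a count that any split of 1 array from the other 7 gives. There the mean correlation was 0.182 within SDHD-ESR, 0.310 within +/- and 0.214 between the groups. With the shifted lines of SDHD-ESR replicate 1 moved back, an alternative chosen after seeing the data, the first split set SDHD-ESR replicates 3 and 4 apart. Then 6 of 8 arrays fell with their group, a count that any pair from the same group set apart gives.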

**Figure 5:**
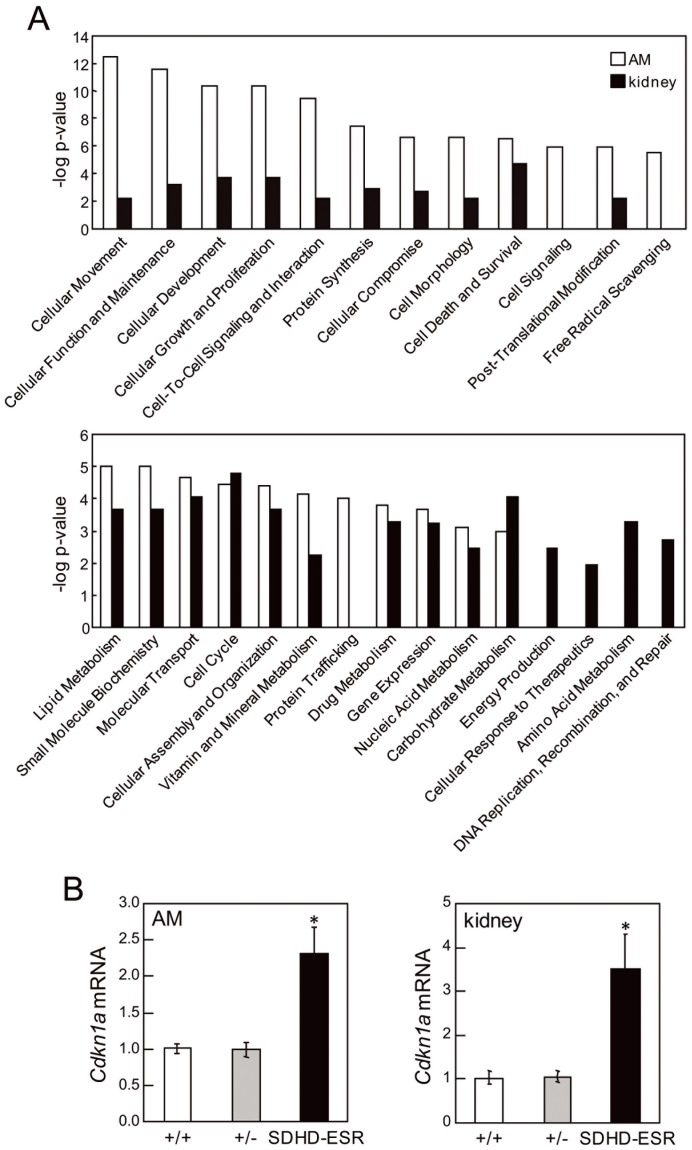
Functional analysis and validation of the microarray. **A.** Comparative functional analysis of datasets generated from adrenal medulla (AM) and kidney samples from SDHD-ESR mice. The significance of each molecular and cellular function is indicated by –log of the p-value. **B.** Quantitative RT-PCR of RNA samples used in the microarray study based on specific primers for amplification of the *Cdkn1a* mRNA.

**Table 1:** Expression levels of HIF1α-mediated hypoxia responsive genes.

	Adrenal medulla		Kidney	
	+/−	SDHD-ESR	+/−	SDHD-ESR
*Glut1*	−0.099±0.216	−0.323±0.304	−0.176±0.207	−0.455±0.276
*HK2*	0.722±0.565	−0.262±0.449	−0.061±0.201	0.021±0.323
*LDHA*	−0.042±0.517	−0.041±0.413	1.959±0.813	1.481±0.841
*PDK1*	−0.315±0.237	0.126±0.127	−0.043±0.153	−0.785±0.153
*Vegf*	−0.076±0.192	−0.133±0.203	−0.391±0.175	−0.621±0.216

Date are expressed as the log ratio ± SEM between either the homozygous (+/−) or the inducible SDHD-ESR mutant and the wild type (+/+) expression levels for each gene in each tissue as obtained from the microarray analysis. *Glut1*: glucosyltransferase 1 (NM_172380), *HK2*: Hexokinase 2 (NM_013820), *LDHA*: Lactate dehydrogenase A (NM_001136069), *PDK1*: Pyruvate dehydrogenase kinase 1 (NM_172665), *Vegf*: Vascular endothelial growth factor (NM_001025257).

**Table 2:** Most strongly up- and down-regulated genes in SDHD-ESR tissues.

Adrenal medulla				
Log Ratio^a^	ID	Symbol	Entrez Gene Name	FDR
3.035	NM_025687	*TEX12*	testis expressed 12	0.043
2.541	NM_007956	*ESR1*	estrogen receptor 1	0.033
2.349	NM_001111099	*CDKN1A*	cyclin-dependent kinase inhibitor 1A (p21, Cip1)	0.006
2.018	NM_011356	*FRZB*	frizzled-related protein	0.014
1.701	NM_170599	*IGSF11*	immunoglobulin superfamily, member 11	0.005
1.629	NM_011228	*RAB33A*	RAB33A, member RAS oncogene family	0.002
1.595	NM_001001979	*MEGF10*	multiple EGF-like-domains 10	0.033
1.248	NM_023529	*MS4A10*	membrane-spanning 4-domains, subfamily A, member 10	0.006
1.062	NM_028733	*PACSIN3*	protein kinase C and casein kinase substrate in neurons 3	2.42E-7
1.040	NM_001081147	*OXTR*	oxytocin receptor	2.25E-4
−5.326	NM_025848	*SDHD*	succinate dehydrogenase complex, subunit D	2.52E-5
−2.129	NM_007988	*FASN*	fatty acid synthase	2.77E-4
−1.673	NM_001145164	*Tgtp1/Tgtp2*	T cell specific GTPase 1	4.78E-5
−1,505	NM_010174	*FABP3*	fatty acid binding protein 3	0.022
−1.458	NM_010501	*IFIT3*	interferon-induced protein with tetratricopeptide repeats 3	0.004
−1.311	NM_013653	*CCL5*	chemokine (C-C motif) ligand 5	1.75E-4
−1.186	NM_009930	*COL3A1*	collagen, type III, alpha 1	2.85E-5
−1.134	NM_018738	*Igtp*	interferon gamma induced GTPase	3.24E-5
−1.062	NM_013585	*PSMB9*	proteasome (prosome, macropain) subunit, beta type, 9	1.78E-4
−1.037	NM_007572	*C1QA*	complement component 1, q subcomponent, A chain	1.50E-7
**Kidney**				
**Log Ratio** a	**ID**	**Symbol**	**Entrez Gene Name**	**FDR**
2.931	NM_007956	*ESR1*	estrogen receptor 1	8.91E-4
2.623	NM_008239	*FOXQ1*	forkhead box Q1	6.26E-5
2.245	NM_080852	*Slc7a12*	solute carrier family 7, member 12	6.40E-4
2.163	NM_138595	*GLDC*	glycine dehydrogenase (decarboxylating)	4.88E-5
2.066	NM_025687	*TEX12*	testis expressed 12	2.03E-6
1.964	NM_007669	*CDKN1A*	cyclin-dependent kinase inhibitor 1A (p21, Cip1)	4.52E-4
1.915	NM_008256	*HMGCS2*	3-hydroxy-3-methylglutaryl-CoA synthase 2	2.69E-3
1.869	NM_010196	*FGA*	fibrinogen alpha chain	0.015
1.855	NM_145368	*Acnat1/Acnat2*	acyl-coenzyme A amino acid N-acyltransferase 1	0.002
1.774	NM_016668	*BHMT*	betaine-homocysteine S-methyltransferase	0.032
−3.737	NM_025848	*SDHD*	succinate dehydrogenase complex, subunit D	3.56E-6
−2.479	NM_011315	*Saa3*	serum amyloid A 3	6.23E-4
−2.380	AK143946	*ACSM3*	acyl-CoA synthetase medium-chain family member 3	7.98E-5
−1.546	NM_001081688	*TMPRSS9*	transmembrane protease, serine 9	5.77E-6
−1.306	NM_009127	*SCD*	stearoyl-CoA desaturase (delta-9-desaturase)	5.93E-5
−1.201	NM_146086	*PDE6A*	phosphodiesterase 6A, cGMP-specific, rod, alpha	4.14E-4
−1.007	NM_145360	*IDI1*	isopentenyl-diphosphate delta isomerase 1	1.12E-4
−0.829	NM_009892	*Chi3l3/Chi3l4*	chitinase 3-like 3	6.23E-4
−0.793	NM_181849	*FGB*	fibrinogen beta chain	0.015
−0.637	NR_002860	A130040M12Rik	RIKEN cDNA A130040M12 gene	1.76E-4

a ; Values >0 indicate up-regulated genes. Values <0 indicate down-regulated genes. 

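Of the 10 genes that Table 2 lists as higher in the adrenal medulla, 5 passed the threshold as higher in SDHD-ESR: Cdkn1a, Tex12, Rab33a, Pacsin3 and, through 1 of its 12 spots only, Esr1, whose median over spots was lower than in +/- (-0.44). Cdkn1a passed through spots of another transcript than the one Table 2 lists, whose own spot did not pass. The Tex12 spots that passed stood at 2.92 and 2.88, and the spot at 3.03 that meets the paper's value did not pass. Rab33a (NM_011228) had a log2 ratio to the +/+ pool of 1.63 ± 0.29 (SD, n = 4) in SDHD-ESR and 0.43 ± 0.36 (SD, n = 4) in +/-. Pacsin3 (NM_028733) was at 1.21 ± 0.26 (SD, n = 4) and 0.57 ± 0.18 (SD, n = 4) (mixed part). The other 5 were also higher without passing the threshold. They were Frzb, a secreted Wnt antagonist (2.02 ± 0.63 in SDHD-ESR, a difference from +/- of 1.84), Igsf11, an adhesion molecule (1.45 ± 0.43, a difference of 1.48 over 2 spots), Megf10, an engulfment receptor (1.60 ± 0.57, a difference of 1.21), Ms4a10 (1.30 ± 0.40, a difference of 1.65 over 2 spots) and Oxtr, the oxytocin receptor (1.31 ± 0.66, a difference of 1.26, shifted part), each with the SD of 4 arrays.

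Of the 11 genes listed as lower, with the joint entry Tgtp1/Tgtp2 counted as separate genes, Sdhd fell, and the other 10 lay below the pool in SDHD-ESR without passing the threshold. Among genes of lipid metabolism, Fasn, the fatty acid synthase, was at -2.12 ± 0.37 (SD, n = 4) in SDHD-ESR and -0.15 ± 1.66 (SD, n = 4) in +/- (exact permutation p = 0.114), and Fabp3, a fatty acid binding protein, at -1.25 ± 0.43 (SD, n = 4) and 0.15 ± 0.91 (SD, n = 4) over 2 spots (exact permutation p = 0.0571). Markers of adipose tissue, such as Ucp1 (-2.49, SE 1.01, shifted part) and Cox7a1 (-1.36, SE 0.56), were lower in 16 of 16 genes, a list that includes Fabp3, with a median difference of -1.15 that was 0.32 on the first slide and -2.84 on the second slide (adjusted p = 0.000614 from camera in limma, 0.755 with an estimated correlation, 0.229 without +/- replicate 1). Genes of interferon response and immunity were the GTPases Tgtp2 (-1.38 in SDHD-ESR, a difference of -0.96 over 2 spots) and Igtp (-0.93, a difference of -0.62 over 10 spots), Ifit3 (-0.92, a difference of -0.11, shifted part), the chemokine Ccl5 (-1.43, a difference of -0.89), the immunoproteasome subunit Psmb9 (-0.90, a difference of -0.60) and the complement gene C1qa (-0.87, a difference of -0.68). The collagen Col3a1 was at -1.06 in SDHD-ESR, a difference of -1.12 (mixed part), and 18 genes of connective tissue and matrix had a median difference of -0.28.

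The adjusted p against the pool in limma was 0.0450 for Rab33a and 0.0461 for Pacsin3, calls that are lost when any 1 array is left out or the slide is a block, and for genes that did not pass it ran from 0.0780 for Igsf11 to 0.209 for Ifit3. As a list, the genes listed as higher had a median difference of 1.34 and those listed as lower one of -0.89. Adjusted over the list alone, 10 were higher and 1 was lower between SDHD-ESR and +/-, and against the pool all 11 of the second list were lower. The study chose both lists on these samples, so neither count is independent evidence. camera calls both lists (adjusted p = 5.58e-21 and 1.48e-08), and neither call holds, with adjusted p = 0.0805 and 0.42 with an estimated correlation. With each array centred on its median all 10 genes listed as higher and 3 of those listed as lower (Sdhd, Tgtp2 and C1qa) passed.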

FDR: False discovery rate.

**Table 3:** Biological functions predicted to be affected in the SDHD-ESR adrenal medulla.

Functions Annotation	p-Value	Predicted Activation State	Activatio z-score	# Genes	Genes
leukocyte migration	2,95E-10	Decreased	−2,618	41	*ADORA3, ANGPTL2, CASP1, CD1D, CD48, CDKN1A, CRP, CTSC, CX3CR1, CXCL14, CXCL9, CXCR3, CXCR5, CYSLTR1, DCN, FCER1G, FCGR2B, FUT4, HCK, HDC, HEBP1, IL1B, IL4R, LDLR, LGALS3, LILRB3, MDK, MMP9, MPP1, MYO1F, NCKAP1L, PRKCD, RAC2, SELPLG, SEMA4D, STAT3, SYK, TIRAP, TLR2, TYROBP, VIPR1.*
cell viability of leukocytes	7,94E-04	Decreased	−2,617	11	*EGF, FCER1G, IL1B, IL2RG, LGALS3, RAC2, SEMA4D, SHH, STAT3, SYK, TYROBP.*
degranulation of mast cells	7,86E-07	Decreased	−2,574	11	*ADORA3, DHCR7, FCER1G, FCGR2B, HCK, IL1B, IL4R, RAC2, SYK, TLR2, VAV1.*
degranulation of phagocytes	3,79E-08	Decreased	−2,572	13	*ADORA3, ANXA3, DHCR7, FCER1G, FCGR2B, HCK, IL1B, IL4R, MYO1F, RAC2, SYK, TLR2, VAV1.*
infiltration of cells (leukocytes)	1,09E-05	Decreased	−2,507	19	*CASP1, CD48, CXCR5, DCN, FCER1G, FCGR2B, FUT4, HCK, IL1B, IL4R, LDLR, LGALS3, MDK, MMP9, PRKCD, RAC2, SELPLG, STAT3, TLR2.*
cell movement of blood cells (macrophages, granulocytes, antigen presenting cells, leukocytes)	8,78E-11	Decreased	−2,477	42	*ADORA3, ANGPTL2, CASP1, CD1D, CD48, CDKN1A, CRP, CTSC, CX3CR1, CXCL14, CXCL9, CXCR3, CXCR5, CYSLTR1, DCN, FCER1G, FCGR2B, FUT4, GJA1, HCK, HDC, HEBP1, IL1B, IL4R, LDLR, LGALS3, LILRB3, MDK, MMP9, MPP1, MYO1F, NCKAP1L, PRKCD, RAC2, SELPLG, SEMA4D, STAT3, SYK, TIRAP, TLR2, TYROBP, VIPR1*
cell death of immune cells	1,33E-06	Decreased	−2,458	27	*ADORA3, C1QA, CASP1, CASP3, CD27, CD79B, CDKN1A, CRP, EGF, FCER1G, FCGR2B, FLT3, IL1B, IL2RG, LDLR, LGALS3, PRKCD, RAC2, SEMA4D, SHH, ST6GAL1, STAT3, SYK, TLR2, TNFAIP8L2, TYROBP, VAV1.*
proliferation of T lymphocytes	6,66E-06	Decreased	−2,360	26	*ARHGDIB, BATF, CASP3, CD1D, CD27, CD48, CD83, CDKN1A, CRP, EBI3, FCER1G, FCGR2B, HLA-DRB1, IL1B, IL2RG, IL4R, MMP9, NCKAP1L, RAC2, SHH, STAT3, SYK, TLR2, TRAF5, TYROBP, VAV1.*
activation of T lymphocytes	2,81E-03	Decreased	−2,337	12	*CD1D, CD48, CDKN1A, DCT, FCER1G, IL1B, IL2RG, LDLR, SEMA4D, STAT3, TLR2, VAV1.*
phagocytosis of cells	4,81E-04	Decreased	−2,263	11	*ANXA3, C1QA, CRP, FCER1G, FCGR2B, HCK, LGALS3, RAC2, SYK, TLR2, VAV1.*
adhesion of granulocytes	1,42E-03	Decreased	−2,213	6	*HCK, IL1B, LGALS3, MMP9, SELPLG, VAV1.*
production of superoxide	1,07E-04	Decreased	−2,208	8	*CXCL9, CYBA, GCH1, HCK, IL1B, RAC2, TLR2, TYROBP.*
immune response of antigenpresenting cells	1,60E-03	Decreased	−2,160	8	*CD1D, FCER1G, FCGR2B, HCK, LGALS3, MARCH1, SYK, TLR2.*
migration of cells	1,11E-06	Decreased	−2,157	53	*ABI3, ADORA3, ANGPTL2, ANXA3, CASP1, CD1D, CD48, CDKN1A, COL3A1, CRP, CSPG4, CTSC, CX3CR1, CXCL14, CXCL9, CXCR3, CXCR5, CYSLTR1, DCN, EGF, FCER1G, FCGR2B, FUT4, GJA1, HCK, HDC, HEBP1, IL1B, IL4R, LDLR, LGAL S3, LILRB3, MDK, MMP9, MPP1, MYO1F, NCKAP1L, PRKCD, RAC2, SELPLG, SEMA4D, SHH, SORT1, ST8SIA4, STAT3, SYK, TGFB3, THRB, TIRAP, TLR2, TMSB10/TMSB4X, TYROBP, VIPR1.*
quantity of IgM	1,83E-03	Decreased	−2,157	8	*BATF, CD83, CDKN1A, FCGR2B, IL2RG, LDLR, PRKCD, TRAF5.*
production of antibody	2,38E-08	Decreased	−2,077	22	*BATF, C1QA, CD1D, CD83, CDKN1A, CXCL9, FCER1G, FCGR2B, IL2RG, IL4R, LDLR, LGALS3, MMP9, PRKCD, SEMA4D, TIRAP, TLR1, TLR2, TNFAIP8L2, TRAF5, TYROBP, VAV1.*
phagocytosis of blood cells	1,41E-04	Decreased	−2,043	9	*CRP, FCER1G, FCGR2B, HCK, LGALS3, RAC2, SYK, TLR2, VAV1.*

**Table 4:** Biological functions predicted to be affected in the SDHD-ESR kidney.

Functions Annotation	p-Value	Predicted Activation State	Activation z-score	# Genes	Genes
cell movement (migration of cells)	4,29E-03	Increased	3,227	52	*ANGPTL3, B4GALT1, BMP4, BTC, C3, CALML3, CD8A, CDKN1A, CEBPD, Chi3l3/Chi3l4, EPHB3, ERF, ESR1, FGA, FGB, FOSL2, HP, ID1, ID3, IL15RA, IL33, IL6R, IRS2, Klra4 (includes others), LCN2, MAP3K5, MCAM, MST1R, MYC, NCOA4, NFKBIA, NQO1, OSMR, Pde4d, PPARA, PRAP1, PRNP, PTPN1, PTPRJ, REST, RGS3, SCNN1A, SLC1A3, SLC37A4, SOCS2, SOCS3, SPP1, STAT3, STIM1, TNFRSF21, TNFRSF9, XDH.*
cell viability and survival (apoptosis)	1,85E-04	Increased	3,020	42	*ABCC3, ATF2, BMP4, BNIP3, BTC, CD8A, CDKN1A, CEBPD, CISH, ESR1, FA2H, FGF18, FHIT, IL33, IL6R, IRS2, LCN2, MAP3K5, MCAM, MGST1, MMS22L, MYC, MYOD1, NFIL3, NFKBIA, OGG1, PPP2R2B, PRNP, PTPN1, SLC1A3, SLC22A8, SLC37A4, SOCS2, SOCS3, SPP1, STAT3, TNFRSF9, UNG, XDH, XPA.*
differentiation of cells (tubulation of endothelial cells)	4,92E-04	Increased	2,886	56	*ATF2, BGLAP, BMP4, BNIP3, BTC, BTG1, C3, CD8A, CDKN1A, CEBPD, CLCF1, CYTL1, EPHB3, ERF, ESR1, EYA1, FGF18, FLVCR1, FOSL2, HSD11B1, ID1, ID3, IFRD1, IHH, IKZF4, IL15RA, IL33, IL6R, IRS2, LCN2, MAFF, MAP3K5, MST1R, MYC, MYOD1, NFIL3, NFKBIA, PPARA, PRNP, PTPN1, PTPRJ, REST, RPS3A, SCD, SLC1A3, SLC37A4, SMAD6, SMARCD3, SOCS2, SOCS3, SPP1, STAT3, STIM1, TNFRSF9, TRIB3, XDH.*
interphase	3,13E-03	Increased	2,641	23	*ATF2, BMP4, BTG1, Camk2b, CDKN1A, CEBPD, ESR1, FHIT, ID1, ID3, IL6R, MAP3K5, MMS22L, MYC, NFKBIA, PPARA, PRNP, SIAH1, SMAD6, STAT3, STK38L, XPA, ZBTB10.*
transport of carbohydrate	5,55E-04	Increased	2,467	10	*ABCC3, B4GALT1, C3, IRS2, MGAT4A, PPP1R3B, SLC1A3, SLC37A4, SLC5A1, TRIB3.*
oxidation of lipid (beta-oxidation of fatty acid)	7,60E-05	Increased	2,203	12	*C3, CYP27A1, CYP4A11, HACL1, HSD11B1, IRS2, PNPLA2, PON1, PPARA, Rdh1 (includes others), SAT1, SCD.*
metabolism of amino acids	4,71E-03	Increased	2,183	8	*BHMT, DDC, GLDC, GLS, KYNU, MYC, PPARA, SLC1A3.*
proliferation of cells (generation of lymphocytes; cytostasis; proliferation of mammary tumor cells and neuroblasts)	5,99E-03	Increased	2,101	84	*ABCC3, APOD, Art2a-ps/Art2b, ATF2, B4GALT1, BMP4, BNIP3, BTC, BTG1, C3, CACNA1G, CBR1, CD8A, CDCA4, CDKN1A, CEBPD, CISH, CLCF1, CYP20A1, EPHA5, EPHB3, ERAL1, ERF, ESR1, EYA1, FA2H, FGA, FGF18, FHIT, FOSL2, GP2, HSD11B1, HTR3A, ID1, ID3, IHH, IL15RA, IL33, IL34, IL6R, IRS2, ITIH4, LCN2, MAFF, MAP3K5, MCAM, MST1R, MYC, MYOD1, NCOA4, NFKBIA, NMB, NQO1, OSMR, PDXK, PPARA, PRNP, PTPN1, PTPRJ, REST, RING1, RPS3A, SAT1, SF1, SIAH1, SLC1A3, SLC20A1, SMAD6, SMARCD3, SOCS2, SOCS3, SPP1, STAT3, STIM1, STK38L, SULF2, TNFRSF21, TNFRSF9, TRIM25, TSC22D1, UTP20, VPS53, XDH, XPA.*
necrosis	3,03E-04	Increased	2,003	69	*ALDH2, ALDH3B1, Art2a-ps/Art2b, ATF2, ATXN7, BMP4, BNIP3, BTC, BTG1, C3,CD8A, CDKN1A, CEBPD, CISH, CLCF1, EHMT1, ESR1, FAM134B, FAM176C, FGA, FGF18, FHIT, GP2, ID1, ID3, IFRD1, IL15RA, IL33, IL6R, IRS2, ITIH4, Klra4 (includes others), LCN2, MAP3K5, MMS22L, MST1R, MYC, MYOD1, NFIL3, NFKBIA, NQO1, OGFOD1, PNPLA2, PPARA, PPP2R2B, PRNP, PTPN1, REST, RGS3, RPS3A, SAT1, SCD, SEMA7A, SGCG, SIAH1, SLC1A3, SLC20A1, SMAD6, SOCS3, SPP1, STAT3, STIM1, TNFRSF21, TNFRSF9, TRIB3, TSC22D1, UNG, XDH, XPA.*
concentration of triacylglycerol	2,35E-08	Decreased	−2,520	21	*ANGPTL3, APOD, BGLAP, BHMT, C3, CIDEC, CYP27A1, HSD11B1, IFRD1, IRS2, MGAT4A, MYC, NQO1, PNPLA2, PON1, PPARA, PTPN1, SCD, SLC37A4, SPP1, XDH.*
binding of DNA	7,09E-07	Decreased	−2,635	28	*ATF2, BTAF1, CDKN1A, CEBPD, CISH, ERF, ESR1, FOSL2, HIF3A, HP, ID1, ID3, IL33, IL6R, MYC, MYOD1, NFKBIA, PPARA, PTPN1, REST, SCD, SOCS2, SOCS3, SPP1, STAT3, TRIB3, XPA, ZBTB10.*

#### p21WAF1/Cip1 expression is induced in SDHD-ESR-derived cell lines

To confirm the up-regulation of p21^WAF1/Cip1^ in *SdhD*-deficient cells, we analyzed its expression in the MEF and BMK cell lines described above. In both cell types, p21^WAF/Cip^ expression was strongly up-regulated in the mutant SDHD-ESR cell lines 4 hours after tamoxifen-induced *SdhD* deletion, and the amount of protein remained increased after 24 hours (Figure 6). In contrast, there were no signs of accumulated protein in the heterozygous cell lines at any time.

**Figure 6:**
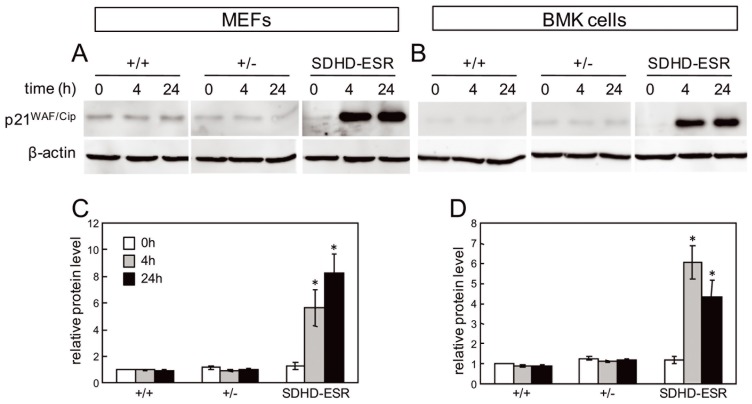
Analysis of p21^WAF/Cip^ in SDHD-ESR-derived cell lines. **A, B.** Western blot of p21^WAF1/Cip1^ in total protein extracts of (**A**) MEFs and (**B**) BMK cells obtained from SDHD-ESR mice and their homozygous *SdhD^flox^* ^/+^ (+/+) and heterozygous *SdhD^flox/−^* (+/−) littermates and cultured in medium supplemented with 4-hydroxy-tamoxifen for 4 or 24 hours. Quantification of relative p21^WAF1/Cip1^ band intensities in (**C**) MEFs and (**D**) BMK cells normalized to β-actin signal. Results are the average ± SEM of three independent experiments. Two different immortalized clones were generated for each genotype and cell type giving the same results. *, *P*≤0.05; ***, *P*≤0.001; for 0 hours, i.e. in the absence of 4-hydroxy tamoxifen, versus 4 or 24 hours of incubation in 4-hydroxytamoxifen.

## Discussion

In this study, we aimed to identify the molecular events triggered after the second hit of the process of MCII mutation-induced tumorigenesis by inducing loss of the second *SdhD* allele *in vivo*. To achieve this, we made use of the conditional tamoxifen-inducible SDHD-ESR mouse mutant [27]. This model does not seem to recapitulate the proposed “pseudo-hypoxic” response to MC-II depletion [9], [12], [13] in a general and consistent manner. Indeed, two newly derived and immortalized SDHD-ESR cell lines showed a response to some extent incoherent with the results obtained in animal tissues. Therefore, we aimed at identifying other molecules potentially responding to the *SdhD* deletion. High-throughput analysis of gene expression allowed us to identify the *Cdkn1a* gene, which encodes the cyclin-dependent kinase inhibitor p21^WAF1/Cip1^, as being up-regulated in two *SdhD*-deficient tissues. We also evaluated whether or not p21^WAF1/Cip1^ was also affected in the SDHD-ESR derived MEFs and BMK cells. In both cell types we observed that, like in tissues, complete loss of *SdhD* led to accumulation of this protein whereas no increase was observed in heterozygous *SdhD* ^+/−^ cells. Our observations unveil a new link between the loss of the tumor suppressor gene *SdhD* and p21^WAF1/Cip1^ activation that occurs in a general manner.

Regarding the biological consequences of this observation, it is widely accepted, although not demonstrated, that after the loss of the two copies of the *SDHD* gene has occurred, a third hit seems to be required for the tumorigenic process to start [30]. This would be a requirement specific for *SDHD,* as tumor development in *SDHB*, *SDHC* and *SDHA* appear to follow a two-hit kinetics. To date, the nature of this hypothetical third hit is completely unknown. In the light of our results, and given the implication of p21^WAF1/Cip1^ in the cell cycle, proliferation, and senescence, we propose that the *SdhD*-mutation-induced p21^WAF1/Cip1^ up-regulation could represent a checkpoint mechanism activated upon MCII failure. Thus, any subsequent molecular event that causes the cell division machinery to by-pass this checkpoint would drive the cells to replicative catastrophe, accumulating mutations and eventually resulting in tumor transformation. Our findings, therefore, open new avenues for the identification of candidate genes involved in the cell cycle and growth, genome integrity, and other processes, whose mutations could result in the oncogenic transformation of Sdh-deficient tissues.

Previous reports in humans, based on gene expression profiling and unsupervised hierarchical clustering, demonstrate a tight association between pheochromocytomas with VHL and SDH mutations, which distinguishes them from pheochromocytomas with MEN2, RET, and NF1 mutations [10], [38], [39]. Among the genes determining these clustering phenomena, the p21 encoding *Cdkn1a* gene was found in the study by Dahia *et al* [10], whereas the closely related *Cdkn1c*, encoding the cyclin-dependent kinase inhibitor 1C (p57, Kip2), was found differentially expressed in a study by Lopez-Jimenez *et al* [39]. In addition, in a work by Merlo *et al* [40] where paraganglioma tissue was compared with normal paraganglia, *Cdkn1a* was present among a total of 1296 differentially expressed genes. Together, these data support a role of p21 in Sdh-related tumorigenesis in humans.

The fact that a third hit event does not take place in our SDHD-ESR mouse model could be attributable to many circumstances. It could be that the shorter life-span resulting from administration of the minimal effective dose of tamoxifen, i. e., the minimal amount tested to cause reliable deletion of the *SdhD* gene, does not allow subsequent tumorigenic events to occur. Nevertheless, a tissue-specific mutant with a longer life-span than that of the SDHD-ESR model does not show any tendency to form tumors [27]. Therefore, other genetic factors, such as gene redundancy, different chromosomal arrangement, or different susceptibility to the lack of one *SdhD* allele (i.e. haploinsufficiency), could account for these differences between humans and mice.

An alternative role for p21^WAF1/Cip1^ as an onco-protein in Sdh-deficient tissues could also be discussed. Although the well described role of p21^WAF1/Cip1^ as a tumor suppressor opposes a mechanism in which its induction is associated with tumorigenesis [36], [37], it has been demonstrated that under certain conditions, p21^WAF1/Cip1^ can promote cellular proliferation and oncogenicity [36], [41]. Indeed, its overexpression or cytoplasmic localization correlates with poor prognosis in certain malignant tumors ([37] and references therein).

The transcriptional activation of the *Cdkn1a* gene seems to be independent of p53 at least in the SDHD-ESR derived MEFs and BMK cells, as these cells were immortalized by stable expression of a p53-dominant negative protein (see *methods* section) or SV40 large T antigen, which eventually also inactivates p53. Although we do not rule out that in mouse tissues p53 plays a role in *SdhD*-mutation-induced p21^WAF1/Cip1^ induction, such p53-independent expression of p21^WAF1/Cip1^ has been reported in other situations [42]. It is also worth noting a study by Young *et al*., in which acute inactivation of pVHL –the ubiquitin ligase part of the proteasome that downregulates Hif1α under normoxic conditions- caused a senescent-like phenotype in MEFs, with overexpression of p27, another cyclin-kinase inhibitor. This phenotype is independent of p53 and Hif1α, even though Hif1α and Glut1 proteins were accumulated in these cells [43].

Complete loss of *SdhD* induces overexpression of the glucose transporter, Glut1, in our cultured cells, which indicates a metabolic switch towards glycolysis. This change in gene expression seems to be mediated by a “pseudo-hypoxic” response in which Hif1α plays a central regulatory role [11], [12], [13]. However, it is conceivable that, even though the up-regulation of Glut1 may be caused in the first instance by activated Hif1α, the complete loss of mitochondrial function will eventually force the cells to undergo a glycolytic switch with gene expression changes independent of Hif1α. Indeed, a general and rapid Hif-mediated “pseudo-hypoxic” response cannot be addressed from the SDHD-ESR model, as some *bona fide* Hif-target genes are not affected in a general and consistent manner (Table 1). Our cell culture experiments also showed that Hif1α stabilization is transient, which possibly makes difficult to detect this protein in SDHD-ESR tissues after tamoxifen administration. In this regard, it has been demonstrated that reactivation of PHDs takes place upon sustained hypoxia [44]. Although the same could happen in response to *SdhD* deficiency, a marginal contribution of Hif1α to the observed phenotypes cannot be ruled out. Indeed, the microarray analysis of SDHD-ESR tissues did not show a general gene expression profile responsive to hypoxia. 

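HIF1α target genes, a list of glycolytic, angiogenic and pH-regulating genes, moved both ways in the SDHD-ESR adrenal medulla. Of 36 genes measured, 16 were higher and 20 lower than in +/-, with a median difference of -0.08 on the log2 scale, beside a median of -0.06 over all probes. Against the +/+ pool their median was 0.01 in SDHD-ESR. The genes with the smallest p were Epo, the erythropoietin gene (1.31, SE 0.46, 3 arrays per group), Pfkfb4, which makes an activator of phosphofructokinase, with spots at -1.31 (mixed part) and -0.00, Ldha through 1 of its 3 spots, and Pfkl, a phosphofructokinase of glycolysis (-0.62, SE 0.33, mixed part). No gene of the list passed an adjusted p of 0.05 in limma over all probes or adjusted over the list alone between SDHD-ESR and +/-. At an unadjusted p of 0.05 or less 1 gene was higher and none lower. Against the pool 1 gene was higher when adjusted over the list alone. camera gave adjusted p = 0.992 for the difference between the groups (adjusted p = 0.997 with an estimated correlation). The median difference was 0.22 on the first slide and -0.36 on the second slide, and the general shift between the groups on these slides was 0.19 and -0.34. Of the 36 genes, 5 had values within 0.01 of 0 on at least 7 arrays (13.9%, against 1.61% of all probes), which weakens a search for small changes.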

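In the +/- adrenal medulla, HIF1α target genes had a median log2 ratio to the +/+ pool of 0.11 over 36 genes. The median was -0.06, -0.01, 0.20 and 0.51 on +/- replicates 1 to 4, on which the median over all tested probes was -0.16, -0.01, 0.26 and 0.38. Single genes lay on both sides of the pool: Epo was at -1.94 ± 0.74 (SD, n = 3) and Pfkfb4 had spots at 0.95 ± 1.28 (SD, n = 4) and -1.04 ± 0.62 (SD, n = 4). No probe of the array passed an adjusted p of 0.05 for +/- against the pool in limma, with 5320 at an unadjusted p of 0.05 or less, and the methods' t-test gave 0 and 4138. The count of 0 does not hold under every scaling of the arrays: after quantile normalization between arrays 833 probes passed, 668 higher and 165 lower. When all spots were tested, named or not, an alternative chosen after seeing the data, 36 passed.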

Finally, it is noteworthy that we also did not observe any evidence of “pseudo-hypoxia”- driven changes in gene expression in either partially *SdhD*-deficient heterozygous tissues or in derivative cells with the same phenotype. Taken together, our data suggest that a pathogenic role for *SdhD*-mutation-induced Hif1α accumulation cannot be definitively established. Instead, it could play an important role in tumor progression once it has already been formed.

One striking issue regarding tumors caused by mutations in MCII or associated proteins concerns tissue specificity. Although in recent years this has been partially resolved by the fact that Sdh-mutation-related tumors are found in other organs, there is a preferential trend for these types of tumor to arise in paraganglionic system-derived tissues. It has been proposed that an intrinsic ability of these organs to detect oxygen might underlie a predisposition to form tumors [30]. However, other biological characteristics could be equally relevant. Thus, the difference in gene expression changes between the adrenal medulla and kidney found in our study indicates that these tissues respond differently to *SdhD* deletion. In the adrenal medulla, a response pointing towards inhibition of the inflammatory response and immune surveillance is elicited, with changes in the expression of many chemokines, cytokines, and their receptors. 

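Chemokines, cytokines and their receptors moved both ways in the SDHD-ESR adrenal medulla, and none passed the test against +/-. Of 172 such genes measured, 72 were higher and 100 lower in SDHD-ESR, with a median difference of -0.10 on the log2 scale. Among the lower ones, Cxcl9, a chemokine induced by interferon γ, had spots at -1.52 (SE 0.43) and 0.00 (shifted part), and the spot at -1.52 separated the groups (exact permutation test, two-sided, p = 0.0286). That spot was among those of the list with the smallest p, so its separation is not independent evidence. Among the higher ones, the interleukin receptor gene Il1rl2 differed by 1.79 (SE 0.45, shifted part), from -1.61 ± 0.35 (SD, n = 4) in +/- to 0.18 ± 0.91 (SD, n = 4) in SDHD-ESR. Spots of 3 accessions of Il1rap, a coreceptor of interleukin 1, differed by 2.58 and -0.10 (both shifted part) and by -0.41.

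No gene of the list passed an adjusted p of 0.05 in limma over all probes or adjusted over the list alone between SDHD-ESR and +/-. At an unadjusted p of 0.05 or less 7 were higher and 13 lower, a larger share than the 875 of 19322 genes over the whole array. Against the +/+ pool 5 were higher and 11 lower when adjusted over the list alone, and none over all probes. camera made no call between the groups (adjusted p = 0.944) and placed the list below the other genes against the pool (adjusted p = 0.00079), a call that does not hold (adjusted p = 0.754 with an estimated correlation). The median difference was 0.24 on the first slide and -0.45 on the second slide. With each array centred on its median, the difference between medians of arrays was 0.04 on the first slide and -0.07 on the second slide.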

The kidney, however, responds in a more “predictable” manner, with many metabolic readjustments promoting cell viability and survival. The physiological relevance of these changes will be explored in future work.

## Conclusions

The identification of p21^WAF1/Cip1^ as one molecule that responds in a general manner to complete *SdhD* deletion, together with its critical role in the cell cycle, senescence, and DNA integrity, paints a new picture of the molecular and cellular responses that take place after MCII dysfunction. The precise mechanism that signals mitochondrial dysfunction to p21^WAF1/Cip1^ activation as well as its cellular effects will be explored in future work. Additionally, a more exhaustive analysis of the large dataset of affected genes generated in this study, and the pathways in which they are involved, will open new avenues towards identifying other processes that could contribute to tumorigenesis and, ideally, will help to identify molecular targets for the treatment of these types of tumors.

How the deposited data were processed for this re-analysis (not part of the article)

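The analysis started from the authors' deposited log ratios of Cy5 to Cy3 fluorescence for the adrenal medulla, which are values after the authors' own image analysis. The paper names the scanner and states that log ratios were tested at a false discovery rate of 0.05 against +/+ and then at p of 0.05 between +/- and SDHD-ESR. The t-test called the methods' t-test here comes from the paper's general statistics, and for the arrays the paper names software and a false discovery rate but no test. Background correction, dye normalization and the base of the logarithm are not given in the sources used here, and the base was taken as 2. Fluorescence intensities and the kidney arrays are not used here. Spots were named through the geometry of the array's grid, since the order of the deposited values is not that of the probe annotation. All 17 layouts that were tried were compared by the spread within copies of an accession, by the place of 21 spots that look like controls (none of them on a named probe in the layout used, 11 or more in the others) and by the log ratios printed in the paper. Using the paper's values to choose a layout means that their match is not independent evidence, while the first 2 criteria do not use them. The Fabp3 log ratio of Table 2 is printed with a decimal comma and was read as a decimal point. The sign of every deposited log2 ratio was turned.

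Whole numbers were left out as stand-ins for missing ratios. Probes needed a gene symbol in the annotation and at least 3 values in each group, which left 28073 probes and set aside 4953. Each replicate is a pool of 2 separate mice. A linear model with group means was fitted in limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with statmod 1.5.0 and jsonlite 2.0.0, and p was adjusted by the method of Benjamini and Hochberg over all probes. SDHD-ESR minus +/- is the difference of the group means, and each group against the +/+ pool is a test of its mean against 0. Exact permutation tests used all 35 splits of the 8 arrays into 4 and 4, of which the smallest two-sided p is 0.0286. Where an array had no value, only the arrays with a value were split. Gene lists were tested with camera in limma, with a preset correlation of 0.01 and again with an estimated correlation, on 16168 genes with a value on every array after averaging the probes of a gene. Medians of lists use genes with at least 3 values in each group. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 prepared the values and drew the figures. In a simulated list of 40 genes shifted by 0.5, camera gave adjusted p = 2.24e-23 with the preset and 0.00363 with an estimated correlation, and called 0 of 19 other lists. The simulated genes were drawn independently of each other, so this does not show how either setting behaves on correlated genes such as those of the real lists.

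The genes named in the text follow a rule fixed before the values were seen: every gene the paper names for the adrenal medulla (whose values in the paper's tables had been seen), up to 10 genes at each end past the adjusted threshold with all arrays of a group beyond all of the other, up to 5 at each end for +/- against the pool, and up to 4 members of each list by the smallest adjusted p. Slc2a1 was added because the Glut1 accession of Table 1 is annotated as Poglut1, while the glucose transporter that the paper's text calls Glut1 is encoded by Slc2a1. Not every gene that the rule picks is named in the text. Gene lists were written before the values were seen, from general knowledge of the genes or from the paper's tables.

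Alternatives fixed beforehand were centring each array on its median, quantile normalization between arrays, values on all 8 arrays only, the slide as a block, the replicate number as a block, the methods' t-test, robust eBayes, gene means, each group's arrays alone against the pool, no cut-off or a cut-off of 1 on the log ratio, an estimated correlation in camera, and leaving out each array in turn. Alternatives chosen after seeing the data were SDHD-ESR replicate 1 with its shifted lines moved back, the same with centring, only its aligned lines, whole numbers from -2 to 2 kept, and all spots whether named or not.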

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

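The test of the whole Esr1 transcript, both tests of the grid of SDHD-ESR replicate 1 and the test of all pan-leukocyte and macrophage markers were chosen only after the result was seen, as was the need for centred values in the test of fewer leukocytes, and the other tests of this part were written before.

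Of 175 groups of 4 arrays tested for a value far from the others, 6 were found, where chance gives 8.75. SDHD-ESR replicate 1 had a spread of 0.405 between copies of the same probe, against 0.133 to 0.172 on the other SDHD-ESR arrays. SDHD-ESR replicate 2 held 11.6% whole numbers, against 15.3% to 15.6% on the others of its group. For single genes, the array far from the rest of its group was SDHD-ESR replicate 1 for Acot1 (0.22, others -1.19 to -0.99) and Elovl6 (shifted part, 0.45, others -1.02 to -0.82), and +/- replicate 1 for Trp53inp1 (-0.98, others -0.01 to 0.09) and Mthfd2 (-0.10, others 0.22 to 0.27). Genes outside those the paper discusses that passed its selection were Wrnip1 (0.98 in SDHD-ESR) and Kcnj2 (-1.87).

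SDHD-ESR replicate 1 follows the other arrays weakly, and a grid shifted by 1 line in part of the array was tested against poorer RNA or labelling on the whole array. In the shifted lines the correlation with the mean of the other arrays was 0.02 on the same line and 0.440 after a move by 1 line, which the shift predicts. In the aligned lines it was 0.420, within the 0.318 to 0.462 of the other arrays, which goes against poorer RNA on the whole array. Lines were called aligned or shifted from these same correlations, which favours high values in each part. This array was kept as deposited, and its genes in the shifted part hold values that are likely those of another spot.

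For the higher Esr1 spot, a rise of the whole Esr1 transcript was tested against signal from the Cre-ER transgene, whose receptor domain derives from an estrogen receptor. The other 11 Esr1 spots had a median difference of -0.54 and a highest of 0.61, which goes against a rise of the whole transcript. Copies of the same probe may be among these spots, so they may measure fewer than 11 places on it. Signal from the transgene predicts a value near 0 in +/-, which has no Cre, and the spot stood at -1.09 ± 1.05 (SD, n = 4) there, outside the 0.5 set beforehand, so that this test cannot tell. Where the probe of this spot lies on the transcript was not examined.

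For the lower immune genes, fewer leukocytes in the tissue predicts lower pan-leukocyte, macrophage, T cell and B cell markers together, and the highest of the medians of these lists was -0.26, for T cell markers, whose difference over medians of arrays was -0.13 (exact permutation p = 0.657) and -0.06 after array centring, so the test cannot tell. A rise in +/- and not a fall in SDHD-ESR is not decided by the 19 leukocyte genes with an unadjusted p of 0.05 or less, chosen for their difference (median against the pool -0.68 in SDHD-ESR, 0.04 in +/-). Over all genes, pan-leukocyte markers stood at -0.56 ± 0.25 (SD, n = 4) in SDHD-ESR and -0.06 in +/-, and macrophage markers at -0.52 ± 0.19 (SD, n = 4) and 0.05, which goes against a rise in +/- for these lists alone, with dye bias left in. T cell markers (-0.37 in SDHD-ESR, -0.35 in +/-) and interferon-response genes (-0.82, -0.50) leave it open. Adipose (-1.15), connective tissue (-0.28), endothelial (-0.26) and Schwann cell markers (-0.27) were lower too, without a call that holds, connective tissue genes separated the groups over medians of arrays as macrophage markers did (exact permutation p = 0.0286, 0.194 when adjusted over the lists), and no test compared them with the leukocyte lists, so whether the fall is particular to leukocytes is open, as is lower expression per cell, which was not tested.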

How the results depend on the processing

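The alternatives on the grid of SDHD-ESR replicate 1, on whole numbers and on all spots were chosen only after the result was seen, and the rest were fixed beforehand. The fall of Sdhd between SDHD-ESR and +/- kept its direction under every alternative, also when any 1 array was left out. It missed the adjusted threshold in the main fit (adjusted p = 0.225 from limma) and under every alternative. Against the pool Sdhd no longer passed with the methods' t-test or that group's arrays only (-5.33 in both) and in 4 of the fits without 1 array (-5.48 to -5.33), and still passed without SDHD-ESR replicate 2 (-5.04). Probes past the threshold in SDHD-ESR against the pool, and probes passing the paper's selection (12 and 12), were 296 and 175 with array centring, 485 and 183 with quantile normalization, 1 and 1 with the slide block, 1 and 1 with the replicate block, 1 and 0 with the methods' t-test, 6 and 6 with gene means, 0 and 0 with that group's arrays only, and 0 to 2 for both without 1 array. They were 77 and 55 with SDHD-ESR replicate 1 realigned, 1402 and 597 with realignment and array centring, and 72 and 32 with all spots. For +/- against the pool the count of 0 became 833 with quantile normalization, 36 with all spots and 0 to 3 without 1 array. Between SDHD-ESR and +/- the count of 0 became 1 with array centring, also after realignment, and stayed 0 without any 1 array. Gene lists called between the groups (13) and against the pool (16) were 0 and 0 with an estimated correlation, 0 between the groups with realignment and an estimated correlation, and 8 to 16 and 12 to 17 without 1 array. Chemokines, cytokines and receptors kept a median difference of -0.10 with the replicate block, where the sign of the test turned without a call, and ranged from -0.27 to 0.0044 without 1 array. For these changes the cause was not tested. Among named genes, 710 values under alternatives fixed beforehand stayed on their side of the threshold, 45 newly passed, 35 no longer passed and 2 moved, and without 1 array 646 stayed, 59 no longer passed and 7 moved. Whether replicate numbers pair the arrays stays open: same-numbered arrays correlated, after removal of group means, at r = 0.000618 to 0.0755 and other pairs at -0.113 to 0.0343, and 3 of 4 SDHD-ESR arrays correlated best with the +/- array of their own number. Signal over background was not examined, since intensities are not used here.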

Differences from the paper's values

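No test of this part was chosen only after the result was seen, apart from the settings named as such.

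Errors in the paper's Table 1 are SEM and those given here are SD. For Ldha in +/- the paper gives a log ratio of -0.042, and the median of 3 spots was 0.01, a difference in sign alone, well within the spread of both. The sign was the paper's with array centring (-0.10), without +/- replicate 1 (-0.14), without +/- replicate 3 (-0.01) and without +/- replicate 4 (-0.19), and was positive under the other alternatives. The Ldha spot equal in size to the paper's value has the opposite sign (0.04). For Pdk1 in +/- the paper gives -0.315, and the value was 0.31, equal in size with the opposite sign, and it stayed positive under every alternative (0.10 to 0.44), none of which came within the paper's value. For Tex12 in SDHD-ESR the paper gives 3.035, and the median of its 9 tested spots was 2.38, while 1 spot stood at 3.03. Values on all 8 arrays only (2.59), gene means (2.47), without SDHD-ESR replicate 3 (2.40) and without SDHD-ESR replicate 4 (2.31) lay within 1 SD of their own arrays from the paper's value, which has no printed error, and the others fixed beforehand did not. SDHD-ESR replicate 1 realigned, chosen after seeing the values, also came within 1 SD of it (2.80 ± 0.41, SD, n = 4), and leaves out 4 of the 10 and 10 of the 11 genes that Table 2 lists as higher and lower. Some of these lie no closer to it than the main value, and only their SD is larger. For Esr1 in SDHD-ESR the paper gives 2.541, and the median of 12 spots was -0.29, 1 spot stood at 5.00, and no alternative came near. The log ratios that Table 2 prints for Ms4a10, Pacsin3, Oxtr, Fasn, Tgtp2, Ifit3, Ccl5, Col3a1, Igtp, Psmb9 and C1qa were not met within 0.001 either. All of these had the paper's sign, and the fall of Ifit3 was smaller here.

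The paper's false discovery rates for Table 2 were lower than the adjusted p from limma for these genes: the paper's 0.006 against 0.102 for Cdkn1a (NM_001111099), 0.014 against 0.101 for Frzb, 0.005 against 0.0780 for Igsf11, 0.002 against 0.0450 for Rab33a, 0.033 against 0.104 for Megf10, 0.006 against 0.101 for Ms4a10, 2.42E-7 against 0.0461 for Pacsin3, 2.25E-4 against 0.112 for Oxtr, 2.52E-5 against 0.0111 for Sdhd, 2.77E-4 against 0.143 for Fasn, 4.78E-5 against 0.112 for Tgtp1 and Tgtp2, 0.022 against 0.128 for Fabp3, 0.004 against 0.209 for Ifit3, 1.75E-4 against 0.138 for Ccl5, 2.85E-5 against 0.112 for Col3a1, 3.24E-5 against 0.120 for Igtp, 1.78E-4 against 0.168 for Psmb9 and 1.50E-7 against 0.102 for C1qa. With array centring Megf10 (0.0458) came within a factor of 1.5 of the paper's value and stayed above it, and no other alternative fixed before the data were examined brought any of these genes within that factor. For Sdhd the adjusted p ran from 0.00199 to 0.339 over these alternatives.

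Table 2 lists 10 genes as higher and 11 as lower in the adrenal medulla, with its joint entry Tgtp1/Tgtp2 counted as separate genes. Of these, 5 and 1 passed here, counted by gene through any of its spots and not only the one the paper lists. Array centring passed 10 and 3 (Sdhd, Tgtp2 and C1qa among the lower) and quantile normalization 8 and 3. Of the genes that did not pass in the main analysis, Frzb and Ms4a10 passed with array centring, quantile normalization, and realignment with array centring, Igsf11 with these, with SDHD-ESR replicate 1 realigned and with all spots, and Megf10 and Oxtr with array centring with or without realignment. SDHD-ESR replicate 1 realigned, chosen after seeing the values, passed 6 and 1. Realignment with array centring, also chosen after seeing the values, passed 10 and 7, adding Fasn, Fabp3, Col3a1 and Igtp, and drops 4 of the paper's genes, Tgtp1, Ifit3, Ccl5 and Psmb9, which passed under no setting. The paper's joint entry Tgtp1/Tgtp2 still passed there through Tgtp2. Of the 12 genes given as affected in both tissues, 3 passed (Cdkn1a, Esr1 and Tex12). Realignment with array centring passed 6, adding Lonrf3, Shank3 and Stat3, and drops 6, Acot1, Camk2b, Hsd11b1, Mst1r, Prodh2 and Smarcd3. The paper states that many chemokines, cytokines and receptors changed. Of 172 measured, 7 were higher and 13 lower between SDHD-ESR and +/- at an unadjusted p of 0.05 or less in limma here. That is a larger share than the 875 of 19322 genes that reached it over the whole array. None passed the adjusted threshold against the pool that the paper's selection also asks for.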

Other observations

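The counts over other splits of the arrays (apart from the count past the adjusted threshold), the settings that realign SDHD-ESR replicate 1 and the demand that the adipose fall lie beyond the spread of the arrays were chosen only after the result was seen, and the tests of p53 targets, of the Sdhd locus and of adipose tissue were written before.

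Connective tissue and matrix genes were lower in SDHD-ESR (median -0.28, 14 of 18 lower, adjusted p = 0.00462 from camera in limma, 0.755 with an estimated correlation), with Postn at -0.77 and Dcn at -0.56 (both shifted part) and Col1a1 at -1.02 (mixed part), and the call was lost with SDHD-ESR replicate 1 realigned (0.234), without +/- replicate 1 (0.057) and without +/- replicate 2 (0.063). Endothelial markers had a median of -0.26 (11 of 13 lower, adjusted p = 0.0474, 0.755 with an estimated correlation), a call lost with the replicate block (0.060), without +/- replicate 1 (0.242), without +/- replicate 2 (0.199), without SDHD-ESR replicate 3 (0.194) and without SDHD-ESR replicate 4 (0.215). Cholesterol and fatty acid synthesis genes had a median of 0.16 (19 of 31 higher, adjusted p = 0.00609, 0.755 with an estimated correlation), with Fdps at 0.86 and Sqle at 0.55 (mixed part) but Acacb at -1.09 and Elovl6 at -1.14 (shifted part), and the call was lost without +/- replicate 2 (0.118). Proliferation genes had a median of -0.12 (24 of 32 lower, adjusted p = 0.623). No call was made between the groups for Schwann and glial markers (-0.27, adjusted p = 0.0783), chromaffin cell markers (-0.22, 0.115), erythroid markers (-0.23, 0.979), estrogen-response genes (-0.35, 0.110), glucocorticoid-response genes (0.09, 0.136), the mitochondrial and integrated stress response (0.10, 0.0881), respiratory chain subunits (0.03, 0.114), antioxidant genes (0.00, 0.212), or chromosome 9 neighbours of Sdhd (-0.15, 0.944). Calls came up for respiratory chain subunits, higher, with SDHD-ESR replicate 1 realigned (0.0446), with the same and array centring (0.0259), without +/- replicate 1 (0.00344) and without SDHD-ESR replicate 2 (0.0148), and for Schwann and glial markers, lower, with array centring (0.0493), with the replicate block (0.0354), without +/- replicate 3 (0.0409) and without SDHD-ESR replicate 2 (0.0141). Leaving out 1 array also brought calls for chromaffin cell markers, lower (0.00354 without +/- replicate 4, 0.0201 without SDHD-ESR replicate 3), and, without +/- replicate 3, for estrogen-response genes, lower (0.0481), and glucocorticoid-response genes, higher (0.0311). The median and the direction of the test differed in sign, without a call, for adrenal cortex markers (-0.01, 0.413), granulocyte and mast cell markers (-0.25, 0.447, with Hdc at 1.13, mixed part), cell cycle inhibitors (-0.15, 0.727), complex II and Krebs cycle genes (-0.02, 0.761) and immediate early genes (-0.04, 0.992). Of the genes tested, 40% of adrenal cortex markers, 31.7% of respiratory chain subunits and 21.7% of chromaffin cell markers had values within 0.01 of 0 on at least 7 arrays, against 1.61% of all probes.

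A p53 target response was tested beside the rise of Cdkn1a. Over the 27 other p53 target genes the median difference was -0.0059, with 13 higher and 14 lower, and 2 higher and 0 lower at an unadjusted p of 0.05 or less. The rule written beforehand would count this median against a p53 response, but a median near 0 over members that go both ways decides nothing, so the test cannot tell. The value also depends on the scaling: over medians of arrays the list with Cdkn1a differed by 0.04 (exact permutation p = 0.857), and by 0.11 after array centring (exact permutation p = 0.0286, 0.14 on the first slide and 0.07 on the second slide). With Cdkn1a the 28 genes had a median of -0.00 and a mean of -0.03, camera placed them higher (adjusted p = 0.0451, 0.776 with an estimated correlation) and made no call without Cdkn1a, even before adjustment, and Aen (0.49), Ccng1 (0.65) and Trp53inp1 (0.47) were among the higher ones. The call with Cdkn1a was lost with quantile normalization between arrays (0.065), with the replicate block (0.086), without +/- replicate 1 (0.141), without +/- replicate 2 (0.111), without SDHD-ESR replicate 2 (0.416), without SDHD-ESR replicate 3 (0.053) and without SDHD-ESR replicate 4 (0.082). It was kept with SDHD-ESR replicate 1 realigned (0.0132) and with the slide block (0.0415). Against the +/+ pool, 6 of the 28 genes, Cdkn1a included, were higher and 0 lower when adjusted over the list alone. There camera placed the list higher (adjusted p = 0.00134), a call that does not hold (adjusted p = 0.754 with an estimated correlation).

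Position next to the altered Sdhd locus was tested for Tex12. The 6 other listed neighbours of Sdhd had a median difference of -0.20, and 0 passed the threshold. No probe passes in this comparison, so the test cannot tell.

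Less adipose tissue in the dissected samples was tested for Fasn and Fabp3. The 15 other adipose tissue markers had a median difference of -1.14 (exact permutation p = 0.229), a fall in the direction this explanation predicts but within the spread of the arrays, which ranged from -1.96 to 1.02 in +/- and from -3.29 to 0.52 in SDHD-ESR. The fall met the rule written beforehand, and the demand that it lie beyond the spread was added after. On SDHD-ESR replicates 1 and 2 these markers stood at 0.52 and -0.09 while Fasn stood at -1.90 and -1.80 and Fabp3 at -1.12 and -0.69, and the list with Fabp3 differed by 0.32 on the first slide and -2.84 on the second slide. Over the 8 arrays Fasn correlated with these markers at r = 0.799 (permutation p = 0.0185), and by rank at a Spearman correlation of 0.976 (permutation p = 0.00045). With 2 arrays per group on each slide, the test cannot tell.

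The group labels were exchanged between arrays in all 35 splits, a test of whether other groupings of the arrays give as many calls. Past the adjusted threshold the real split gave 0 probes, so 35 of 35 splits gave as many (highest other 1). At an unadjusted p of 0.05 or less 14 of 35 splits gave as many as the 1294 of the real split (highest 5435), and the split by slide gave 1355. For the paper's selection, 4 of 70 labelled splits gave 12 or more probes (highest 2548). The split with the highest counts joins +/- replicates 3 and 4 with SDHD-ESR replicates 1 and 2, so it follows the general shift of the arrays. For gene lists, the real split was the only 1 of 35 with 13 called (highest other 12), but the study picked 3 of these lists on the real split, which favours it by construction. With the lists taken from the paper left out, 5 of 35 splits, the real one included, gave as many as the 8 of the real split (highest other 9). The other splits among these each keep 3 SDHD-ESR arrays together, so they hold part of the real contrast. Each of them also keeps 3 arrays of the second slide together, so slide and genotype cannot be told apart in them. The remaining splits that keep 3 SDHD-ESR arrays together gave 7 or fewer. Splits with 2 SDHD-ESR arrays in each group gave 6 or fewer. The number of lists called therefore does not set the real split apart, and splits that share its contrast cannot show what chance alone gives. After array centring, 4 of 35 splits gave as many probes at an unadjusted p of 0.05 or less (1687 in the real split, highest 2358), and 3 of 70 as many passing the paper's selection (175, highest 233).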
